# Quantification of cell identity from single-cell gene expression profiles

**DOI:** 10.1186/s13059-015-0580-x

**Published:** 2015-01-22

**Authors:** Idan Efroni, Pui-Leng Ip, Tal Nawy, Alison Mello, Kenneth D Birnbaum

## Abstract

The definition of cell identity is a central problem in biology. While single-cell RNA-seq provides a wealth of information regarding cell states, better methods are needed to map their identity, especially during developmental transitions. Here, we use repositories of cell type-specific transcriptomes to quantify identities from single-cell RNA-seq profiles, accurately classifying cells from *Arabidopsis* root tips and human glioblastoma tumors. We apply our approach to single cells captured from regenerating roots following tip excision. Our technique exposes a previously uncharacterized transient collapse of identity distant from the injury site, demonstrating the biological relevance of a quantitative cell identity index.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-015-0580-x) contains supplementary material, which is available to authorized users.

## Background

Many important events in development and disease involve transitions between different cellular identities, demanding methods that can follow cells as they differentiate, undergo reprogramming to highly potent states, or transdifferentiate during tissue regeneration. The development of single-cell RNA-seq technology [1-4] has provided insights into states of individual cells, permitting the analysis of cellular trajectories during dynamic periods of development. Single cell analyses have enabled cellular states to be examined for rare cells in early development as they undergo differentiation [5,6] and during transitions from stochastic to stereotypical states in cellular reprogramming [7].

In order to identify distinct cell types amongst heterogeneous cell populations, single cell studies have mostly relied on unsupervised clustering techniques [4,6,8]. These techniques utilize RNA-seq profiles of the cells themselves to group the cells based on similarity, after which, in a *post hoc* analysis, known markers are used to map cell identity onto clusters [8].

However, cell type classification is complicated by the fact that extrinsic factors, such as differences in micro-environments or transient physiological responses, can manifest in large expression changes that contribute to variability between cells. Methods that use whole-transcriptome correlation are thus biased by physiological and other batch effects. Classification is further complicated by biological noise, resulting from stochastic, burst-like transcription events [9] and the substantial technical noise inherent in single cell sequencing data [4,10,11]. This technical noise stems from the low number of mRNAs present in single-cell samples and the stochastic nature of the amplification and sample preparation process [11,12]. Thus, indices of cell identity must be robust to biological and technical noise in single cell measurements but also sensitive enough to detect weak signals that represent mixed cell character or transitional states.

Comprehensive repositories of cell and tissue expression profiles are a valuable resource for quantifying both cell identity and transitional or mixed cell states using a supervised approach. Such repositories are available for a growing number of systems, including the mouse brain [13,14], human and mouse hematopoietic system [15-17], various cancer types [18], and the plant root [19,20] and shoot [21].

An important consideration that has not been formally addressed is the selection of genes that can serve as cell identity markers for single cell experiments. Tissue and cell type-specific reference libraries are typically dominated by noisy biological patterns with respect to cell identity [22], where most markers are expressed in multiple cell types, even if they have relatively restricted expression domains or temporal patterns. Extreme filtering of large datasets for highly specific markers reduces the power to detect cell identity in noisy systems, as small numbers of markers make inferences susceptible to noise. Using a large number of markers requires the incorporation of less specific markers, decreasing the specificity of the identity call. Thus, there is an optimal number of markers for detecting identity, which may vary between experimental systems.

To address these issues, we propose an approach for cell type classification that utilizes sets of informative markers, which are not required to be uniquely expressed in a single cell type. To select appropriate markers, we adapted an information-theory based approach that analyzes technical and biological variability in expression across environments and expression domains [22] and utilizes this information to generate an index of cell identity (ICI) for single-cell mRNA-seq samples. The ICI of a given cell represents the relative contribution of each identity as evaluated from a reference dataset of cell profiles. The use of a quantitative score allows the identification of transitional and chimeric identities. We apply our method to single cells extracted from the *Arabidopsis* root meristem, which has a wealth of cell type- and developmental stage-specific expression profiles [19,20,23] and to a population of 365 single cells previously isolated from five human glioblastoma tumors [24]. We show that our method is accurate in classifying single cells, can optimize marker selection, and performs well with plant and animal datasets.

To assess the utility of our method in classifying transitional and complex identities, we use it to analyze plant cells isolated from regenerating roots, as plant cells are known to have high levels of developmental plasticity. Roots grow through rapid cell division in growth zones called meristems that contain a stem cell niche. At the center of the stem cell niche is a group of cells with low-mitotic activity known as the quiescent center (QC) [25] (Figure 1A). When the root tip, including the stem cell niche, is completely removed, missing cell types rapidly regenerate from differentiated cells in the remaining stump within 24 to 48 hours [26,27]. As a test of our methods to quantify cell identity, we followed a set of regenerating cells by permanently marking the root stele tissue, an internal tissue that contains early differentiation stages of vascular cell types, and isolating individual, marked cells immediately following tip excision and at 16 hours after excision. Our method detected a transient loss of original identity in cells throughout the stele during the regeneration process, which is validated by fluorescent marker analysis. These results suggest that regeneration involves a rapid, transient, and widespread loss of tissue identity during the reorganization of the root tip.

**Figure 1:**
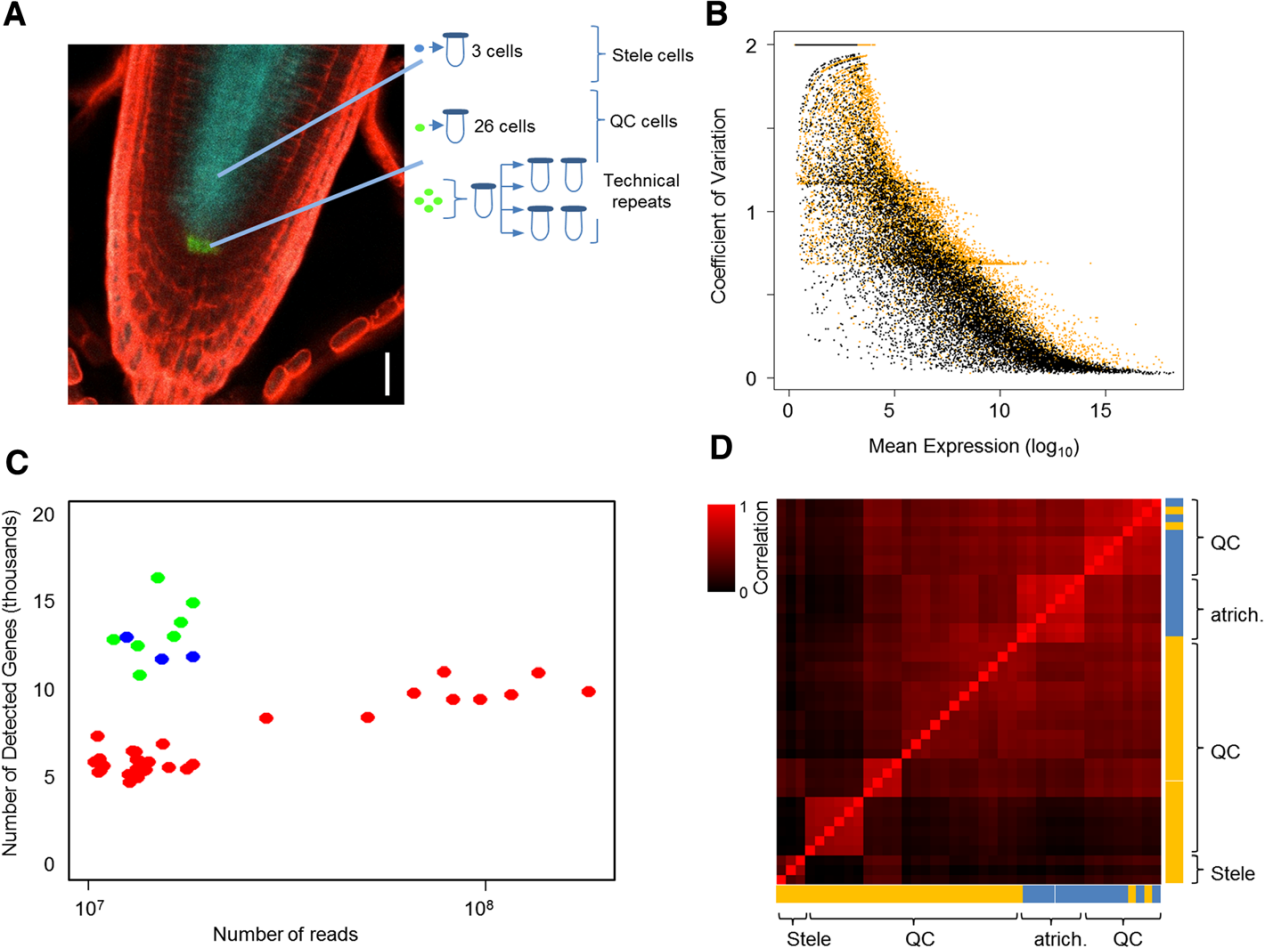
**Characterization of single-cell profiles from the** ***Arabidopsis*** **root. (A)** Confocal image showing the markers used and cell types collected in this study. *WOX5:GFP* marks the QC, and *WOL:CRE-GR 35S:lox-CFP* is a lineage marker for the stele. **(B)** Noise (coefficient of variation) in the technical repeats (black) and in four individual QC cells from the same batch (orange). **(C)** Number of genes detected as a function of sequencing depth for different cell types. Red, QC; blue, stele; green, atrichoblasts. **(D)** Hierarchical clustering of a cross-correlation matrix between the single cell profiles. Batches are color coded (blue [10]; orange, this study) to show batch effects.

## Results

### Generation of single cell profiles of the root meristem

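Cells of the *Arabidopsis* root were profiled by RNA-seq, and the deposited table gives the expression of 32678 loci and 2 reporter sequences in 31 libraries. Of these, 20 were single quiescent center (QC) cells, 4 were aliquots of pooled and split QC cells, and 7 were stele cells, 3 of them isolated at 0 h and 4 at 16 h after removal of the root tip. The authors counted the reads on annotated exons, normalized each library to its depth, added 1 and took the log2. When the log2 was undone, every value under 1000 reads was, within 0.05 reads, a whole multiple of the smallest step in its library. That step was taken as 1 read and gave the reads per gene in each library. The authors counted reads with several locations as partial reads, so that the step may stand for less than 1 read. A gene was called detected where its value was above 0, and values in fragments per 1000000 (FPM, the paper's term) are shares of the library total. In 21 libraries the detected genes were a subset of those of 1 other library of the same cell type, called here the first library of a set. QC cell 1 was the first library for QC cells 8 to 13, QC cell 2 for QC cells 3 to 7, and QC cell 14 for QC cells 19 and 20. The aliquots, the stele cells at 0 h and the stele cells at 16 h each formed 1 set, led by replicate 1, and QC cells 15 to 18 were in no set. The paper describes roots from a single plate and names no plant for a cell, so that cells were summarized by medians and ranges and no test of a difference was made across them. Gene symbols came from the TAIR10.1 annotation, which lists 31912 of the loci. The cells of an earlier study that the paper adds to its analyses were not used here.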

To generate single-cell mRNA-seq profiles from different tissues in the well-characterized *Arabidopsis* root, isolated *Arabidopsis* root tips with fluorescently marked tissues were treated with cell-wall digesting enzymes for approximately one hour, and individual cells were collected using a glass mouth pipette (see Materials and methods). This procedure allowed us to visually confirm the presence of a single fluorescent cell in the capillary pipette. Overall, 31 individual cells were collected and processed: 24 QC cells (marked by *WUSCHEL-Related Homeobox 5* (*WOX5:GFP*) [28] and collected in four batches), and 7 stele cells (clonally marked with *WOODEN LEG (WOL) WOL:CRE-GR 35S:lox-CFP*; Figure 1A) that consisted of three cells collected immediately after removing the stem cell niche (0 h post-excision) and four cells collected at 16 h post-tip excision.

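The single QC cells had between 12071810 and 115114702 reads on annotated genes, with a median of 16739666. QC cells 14, 16, 19 and 20 had more than 50000000 reads. The stele cells had 11637897 to 28121886 reads at 0 h and 23387890 to 35185668 at 16 h. QC cells 15 and 16 were nearly alike, as were QC cells 17 and 18. The median chi-square over genes, for reads scaled to the totals of both libraries, was 2.38 in the former pair and 2.41 in the latter. Sampling of reads alone gives 0.455, and every other pair of QC cells was at 184 or above. QC cells 15 to 18 were kept as separate cells unless stated. By Pearson correlation of log2 values, QC cells 9 and 11 were also close, at 0.944, as were QC cells 5 and 7, at 0.916. Both nearly alike pairs were at 0.958, and pairs of aliquots at 0.827 or below. QC cells 9 and 11 and QC cells 5 and 7 were not counted as nearly alike. GFP was at 0 in 13 of the 20 QC cells and at most 4.75 on the log2 scale in the rest.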

To assay technical noise, technical replicates were generated by pooling four of the QC cells, lysing and splitting the mix into four aliquots (Figure 1A). 

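The 4 aliquots had 83718007 to 127775758 reads. Between 9770 and 11096 genes were detected per aliquot, with a median of 9893, and no gene of aliquots 2 to 4 was outside the list of aliquot 1. Across all loci, the log2 values of 2 aliquots had a median Pearson correlation of 0.815 over the 6 pairs (0.801 to 0.827). Loci are not independent replicates, so that these correlations describe the libraries alone. Over genes with a mean of at least 10 FPM, the alternative that moved it most, the median was 0.650.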

We preferred the use of a small number of cells rather than a diluted sample of many cells, to better represent technical variability due to working with small quantities of RNA at all steps. Each sample was processed and amplified individually according to previous protocols [1], and amplified cDNA was sequenced using the Illumina platform to generate 50 bp single-end reads. Overall, 80 to 87% of the reads in each sample mapped to the *Arabidopsis* TAIR10 genome and over 95% of those reads aligned to annotated genes. We did not detect any transcripts from intergenic regions since only a few reads aligned to non-annotated regions (<0.01% of all mapped reads), and none of the intergenic read clusters spanned a region greater than 300 bp (data not shown).

Consistent with earlier single-cell RNA-seq studies [10,11], technical variation was highly correlated with expression level (Figure 1B). This technical noise was greatest at low expression levels; however, at high expression levels, variation between individual QC cells is greater than the variation between the pooled-and-split cells (*P* < 0.05, Kolmogorov-Smirnov test; Figure 1B), suggesting that there is biological variability between QC cells that exceeds the technical variability.

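For the 11096 genes detected in an aliquot, the coefficient of variation (CV) of the log2 values over the 4 aliquots fell as the mean log2 value rose, with a Spearman rho of -0.889 across genes. In 4 bins of 2774 genes ordered by mean, the median CV was 1.18 in the lowest bin, then 0.679 and 0.357, and 0.0956 in the highest. Log2 values have no true zero, so that the SD of the log2 values was taken as well. Its median over the same bins was 2.99, 3.98, 3.01 and 1.10, with a rho of -0.421.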

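All 4845 sets of 4 of the 20 QC cells were compared with the 4 aliquots, over a median of 8901 genes detected in both. The CV of the log2 values was larger in the cells for a median of 89.1% of the genes, and for 63.1% to 94.5% over the sets. In the highest of 4 bins by mean, it was larger for 88.1% of the genes (51.9% to 96.4%). The median CV in that bin was 0.412 in the cells and 0.0940 in the aliquots. With the SD of the log2 values, chosen after seeing the data and the setting that moved the share most, the cells had the larger spread for 71.8% of all genes and 89.2% in the highest bin, but for 42.8% in the lowest. With the CV of FPM values, which have a true zero, the shares were 83.1% overall and 86.3% in the highest bin. In the 50 sets whose 4 cells came from the same set of libraries, the CV of the log2 values was larger in the cells for 82.2% of all genes and 88.0% in the highest bin. The paper applies a Kolmogorov-Smirnov test to 4 cells of a batch and, from the larger variation at high expression, proposes biological variability between QC cells beyond the technical variability.

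**Figure D1:**
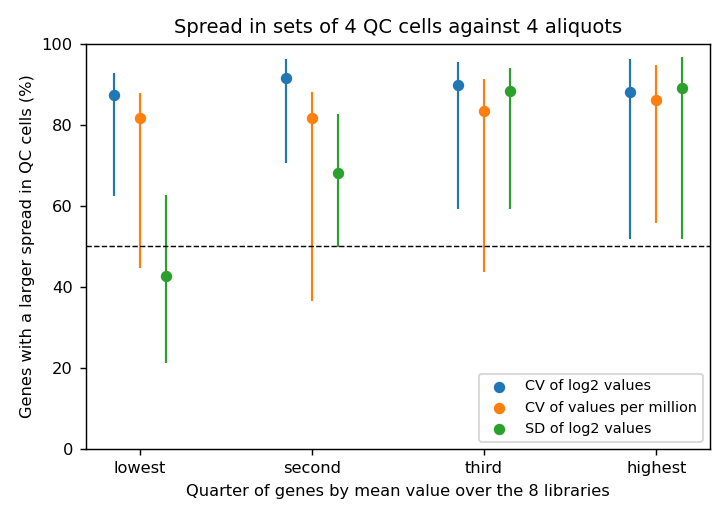
Share of genes with a larger spread in 4 QC cells than in the 4 aliquots (y axis, %), by bin of the mean value over the 8 libraries (x axis), for 3 measures of spread. Points are medians and lines the range over 4845 sets of cells, and the dashed line marks 50%; in the lowest bin the SD of log2 values has its median at 42.8%.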

Since we sought to assess cell identity, we first examined the effects of read depth and the transcriptional patterns of known markers in the well-characterized root system. For all subsequent analyses, we combined our single-cell data with 13 previously collected root cells [10]: 6 QC cells (from the same reporter line used in our experiments), and 7 epidermal atrichoblast cells, marked by the reporter *GLABRA2*(*GL2*)*:GFP*. Together, this allowed us to assess well-documented markers in three different cell types and also examine batch effects stemming from sampling the same set of cells in different labs.

The number of genes detected in each sample was similar among the stele cells (approximately 14,000 genes/cell) but varied between epidermal cells (11,000 to 18,000 genes/cell). 

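Each stele cell had between 11316 and 13452 genes detected, and the median of the 7 cells was 12566. At 0 h the median was 11962 and at 16 h it was 12672.5. At a level of at least 10 FPM, the alternative with the largest effect, these medians were 7754 and 7770. With every library thinned to the lowest total of 11637897 reads, the median of the 7 cells was 12289.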

We sequenced some of our QC cells to higher depth to assess the effect of total reads per cell on the number of detectable genes. The analysis showed that the libraries saturate at 5 × 10^7^ reads/cell. 

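Reads were drawn without replacement from the 4 QC cells with more than 50000000 reads. At 50000000 reads, a median of 97.2% of the genes found with all reads were detected (95.3% to 99.6%). At 11637897 reads the median was 87.4%, and at 1000000 reads it was 69.1%. The minimum coverage of a gene that the authors required could not be applied anew to the drawn reads.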

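A mean of 9615.5 genes was detected in the 4 QC cells above 50000000 reads and 5834.62 in the 16 cells below, a difference of 3780.88 genes. At a level of at least 1 FPM, which moved it most, the difference was 2456.81. With every library thinned to the lowest total it was 2818.38. With the 4 aliquots counted among the deep libraries it was 4054.62. Depth and set overlapped, since QC cells 14, 19 and 20 were the only members of their set. Inside the nearly alike pairs, QC cell 15 had 5966 genes and QC cell 16 had 8441, and QC cell 17 had 6453 and QC cell 18 had 8395. Of the genes for which scaling from the deeper library gave 20 reads or more, 554 of 5774 were at 0 in QC cell 15 and 624 of 6269 in QC cell 17.

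**Figure D2:**
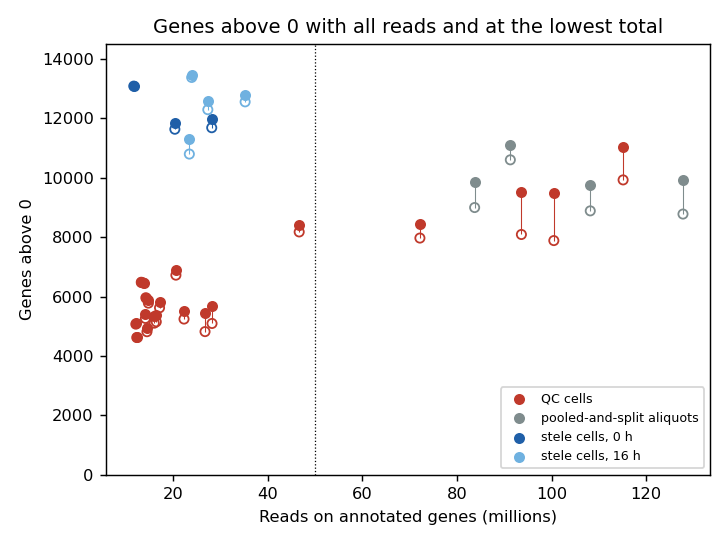
Genes above 0 (y axis) against reads on annotated genes (x axis, in units of 1000000) for the 31 libraries, with all reads (filled points) and after thinning to 11637897 reads (open points), joined by a line per library. The dotted line marks 50000000 reads; 4 QC cells and the 4 aliquots lie above it.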

We detected 4,312 more genes on average than cells sequenced at a depth of less than 5 × 10^7^ reads/cell (Figure 1C). This suggests that many more genes are expressed in QC cells than previously detected by shallow sequencing [10]. Furthermore, we detected a large number of transcripts expressed at a low level that show widespread, non-specific transcription, possibly arising from sporadic transcriptional events.

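*WOX5* (AT3G11260) was above 0 in all 20 QC cells, with a median of 14.30 on the log2 scale or 835 FPM, and in 2 of the 7 stele cells. The latter were the first library at 0 h, with 61 reads or 5.24 FPM, and the first library at 16 h, with 36 reads or 1.51 FPM. In both of these libraries, 16 of the 25 genes at a median of 10 FPM or more in QC cells and at 0 in the other stele cells were listed. *SHR* (AT4G37650) was above 0 in QC cell 18 and in aliquots 1 to 3, at no more than 0.0644 FPM, and at 1 FPM or more in none of these. *GL2* (AT1G79840), an epidermal marker, was above 0 in QC cell 14, at 1.40 FPM, and in all 4 stele cells at 16 h, at 0.0366 to 4.65 FPM. It was at 0 in the stele cells at 0 h. *SCR* (AT3G54220) was above 0 in every QC cell, with a median of 30.3 FPM and a range from 0.106 to 1918, and in no stele cell. A change of the level to at least 10 FPM left no *WOX5* in stele cells and no *SHR* or *GL2* in QC libraries. At this level *SCR* was left in 11 of the 20 QC cells, and at 1 FPM in 12.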

We found several examples of low level marker expression in ‘unexpected’ cell types, including the QC marker *WOX5* in one stele cell, the stele-specific gene *SHORT ROOT* (*SHR*) in four QC cells, epidermal marker expression in one QC cell, and the endodermal/QC-specific gene SCR in six of the seven atrichoblast samples (Figure S1A in Additional file 1). To rule out the possibility that the detection of low-level transcripts arises from ruptured root cells or other contamination during cell isolation, we examined the expression of pollen-specific genes, a set containing many transcripts that are unique to the specialized gamete and are not detected above noise in roots of pooled cells [29]. Indeed, sporadic, low-level expression of many pollen-specific genes was detected (Figure S1B in Additional file 1), further supporting the observation that the sampled cells express non-specific transcripts at low levels.

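Of 25 pollen loci shown in Figure S1B, 10 were above 0 in at least 1 of the 31 libraries, and 23 libraries listed at least 1 of them. The median was 1 locus per QC cell and 3 per stele cell. Above 0 were 49 of 775 values, or 6.32%, against 25.6% over all loci of the table. The median of the 49 values was 8.29 on the log2 scale, and that of all values above 0 in the table was 8.50. *ACT4* (AT5G59370) was above 0 in 23 libraries, in 21 of them at 10 FPM or more, and reached 520 FPM, so that it weighs heavily in this median. AT2G02720 was above 0 in 9 libraries, at no more than 6.84 FPM, and *SLD2* (AT2G46210) in 5, at no more than 25.9 FPM. At a level of at least 10 FPM, the alternative that moved the number most, 4 loci were detected. The paper describes the expression of such genes as sporadic and low, and reasons from it that the sampled cells express non-specific transcripts.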

QC cells are located together in close proximity in the root, are morphologically indistinguishable, rarely divide, and are considered to be homogenous [25]. The depth of coverage for these cells allowed us to assess the consistency in detecting transcripts across theoretically identical cells. This analysis showed that even single-cell profiles from the homogenous QC show wide variation in their transcriptional composition. 

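Of the genes above 0 in at least 1 of the 20 QC cells, 937 were above 0 in a single cell and 5995 in 10 cells or more. In any given QC cell, 4646 to 11035 genes were detected.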

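Taken over the 20 QC cells of this study alone, the number of genes detected in at least a given number of cells was 9245 for 5 cells, 3922 for 15 cells and 2582 for 19 cells. Genes above 0 in exactly 20 cells outnumbered those in exactly 19, of which there were 779.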

The cumulative number of detected genes in all samples declines at a nearly constant rate with each new QC sample regardless of which lab conducted the experiment (Figure S1C in Additional file 1). Thus, while we detected about 10,000 genes in any given QC cell, only 943 genes were detected in all 30 QC cells. 

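The median number of genes detected in a QC cell was 5858, and 1803 genes were above 0 in all 20 cells. At a level of at least 10 FPM, the alternative that moved them most, the median was 3055.5 genes and the shared number 76. The 24 libraries that include the aliquots shared 1782 genes. With each nearly alike pair counted as 1 cell, chosen after seeing the data, 2253 genes were shared. Among the 7 QC cells whose gene list lay within no other, also chosen afterwards, the number was 2470.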

A total of 15,492 genes were expressed in at least one QC cell. 

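A total of 14083 genes were above 0 in at least 1 of the 20 QC cells, and 15013 with the aliquots included.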

The number of common highly expressed genes diminishes at a higher rate, with only 11 genes common to all 30 QC cells (Figure S1C in Additional file 1). These phenomena appear common in single-cell profiles, as we and others have observed similar trends in both plant [10] and recent mouse studies using an *in vitro* transcription amplification technique [11] (Figure S1D in Additional file 1). 

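Highly expressed genes were taken as those above the 90% quantile of a cell. Of these, 10 were common to all 20 QC cells. Above the 95% quantile, 3 genes were common: *GSTU19* (median 16.61 on the log2 scale), *TCTP* (16.57) and *UBQ10*, named here because the list held no others. Among the 7 QC cells with gene lists within no other, the numbers were 55 and 30.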

Our analysis highlights two important features of single-cell profiles that should be considered when assessing identity from known markers. First, single-cell profiles are likely to display low-level sporadic expression of transcripts from ‘ectopic’ identities, and second, the absence or low-expression of any given cell type-specific marker in these profiles is highly likely.

### A method for classification of cell identity

The biological and technical noise associated with the root single-cell profiles suggests that robust classification of cell identity is not a trivial problem. Indeed, in a hierarchical clustering of pair-wise cell-cell Pearson correlation values (Figure 1D), cell profiles grouped mainly according to lab of origin rather than tissue of origin. This outcome makes cell affinity comparisons across labs and experiments problematic.

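Between QC cells, the Pearson correlation of log2 values across loci had a median of 0.572 over 190 pairs (0.359 to 0.958). It was 0.518 between QC and stele cells and 0.789 between stele cells at 0 h and 16 h. Within 0 h it was 0.899 and within 16 h 0.873. Over genes with a mean of at least 10 FPM, the alternative that moved them most, the value between QC cells was 0.377 and that between QC and stele cells 0.211. The nearest library by correlation was of the same tissue for 31 of 31 libraries. It always lay in the same set or nearly alike pair, each of a single tissue, so that tissue and set cannot be told apart. Between sets, QC cells 14, 19 and 20 had a median r of 0.578 with stele cells. With the sets of QC cells 1 and 2 it was 0.471 and 0.452. For QC cells 15 to 18 these values were 0.570, 0.551 and 0.547. The sets of QC cells 1 and 2 were at 0.610 with each other, and at 0.496 and 0.473 with stele cells. In a hierarchical clustering divided into 4 clusters, QC cells 1 to 13 formed one cluster, QC cells 15 to 18 another, and QC cells 14, 19 and 20 another. The aliquots and the stele cells of both times shared the remaining cluster. QC cells of the same set had a median correlation of 0.693 (45 pairs), where the nearly alike pairs were counted as 1 set, and QC cells of other sets 0.547 (145 pairs). The cells of the earlier study were not analysed here, so that labs were not compared. From the grouping by lab, the paper reasons that comparisons of cell affinity across labs are problematic.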

To establish a method for robust quantification of cell identity, we utilized an extensive reference set of tissue-specific expression profiles collected over a decade of research using cell sorting and profiling with the ATH1 Affymetrix microarray [19,20,23,30-32]. To identify markers which can be used to quantify identity in single cells, we adapted an information theory-based method to calculate Spec values, which represent the amount of information each transcript provides for determining cell identity [22]. From the cell type-specific dataset, we selected microarray profiles mostly from non-overlapping root tissues, collected under a variety of physiological states. These profiles combined publicly available data and new microarray profiles of the QC that were generated for this study (Additional file 2). The use of multiple physiological states to represent single identities ensured a set of robust markers for a given cell identity.

Calculating Spec values requires binning of the data, and we sought to optimize bin selection to obtain robust markers. We assigned transcript levels into one of two bins (high/low expression), separating background and true expression (Materials and methods). We set the cutoff for background expression under the assumption that optimal markers would be expressed at background levels in the majority of cells and true expression would be relatively rare. This routine established a range for the background cutoff, within which we established a precise cutoff by finding the cutoff value that maximized the Spec score (Materials and methods). Using this routine, the algorithm automatically selected markers for which high expression in specific cell types was well separated from the background levels in the majority of cells. Markers were ordered according to their Spec scores, and we determined markers for each of the 15 root tissues by selecting genes with the highest Spec score for a given tissue (Figure 2A; Additional file 3). Thus, Spec scores provided the ability to rank markers according to their information content on cell identity.

**Figure 2:**
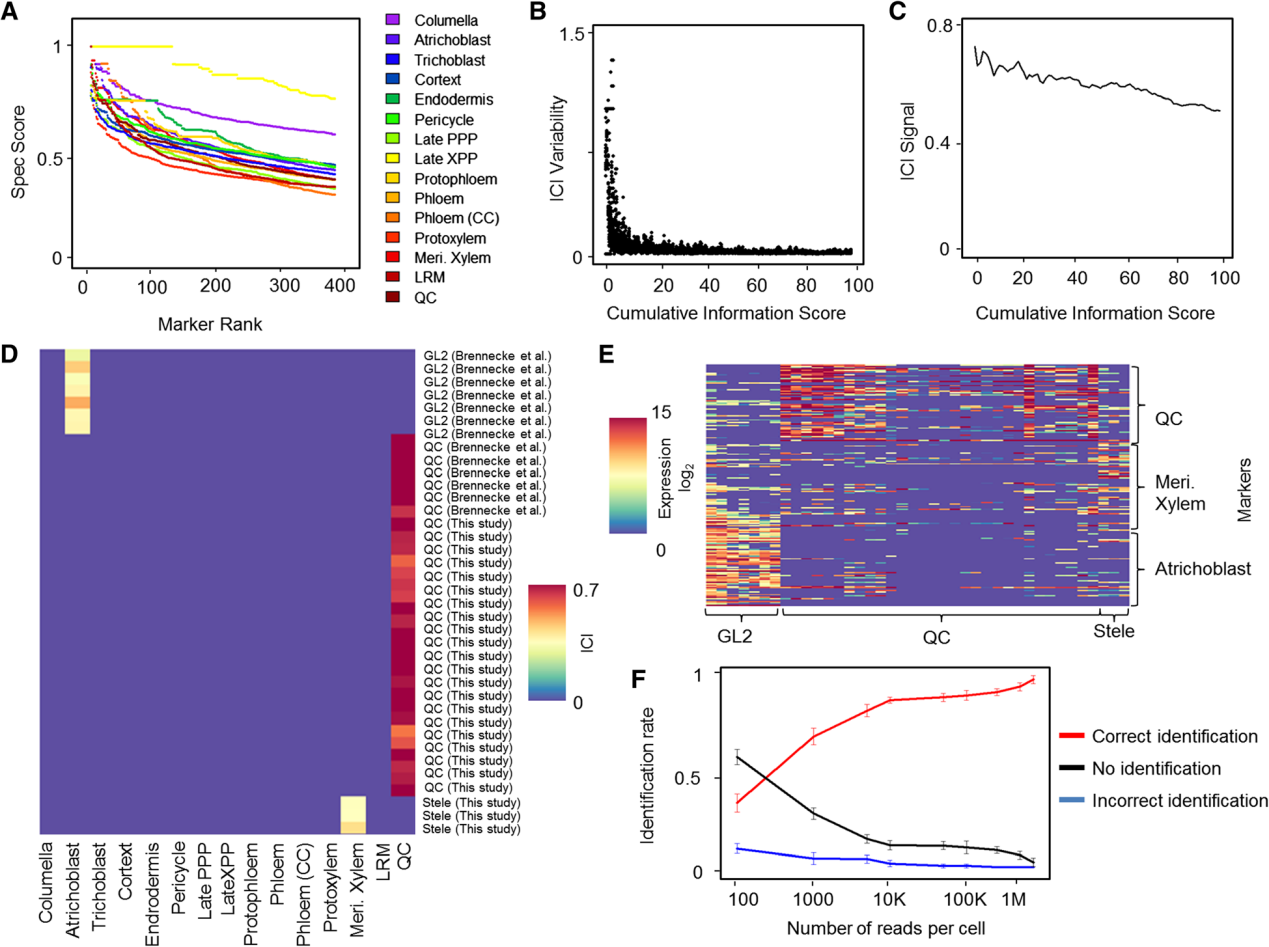
**Information-based index of cell identity robustly assigns cell type to single cells. (A)** Spec score with increasing marker set sizes in different root tissues measuring level of transcript uniqueness in each cell type. CC, Companion Cell; LRM, Lateral Root Meristem; PPP, Phloem-Pole Pericycle; XPP, Xylem-Pole Pericycle. **(B)** ICI variability as a function of the number of markers used. Variability is measured as the Euclidean distance between ICI vectors for cumulative information threshold *i* and *i* + 1*.* **(C)** ICI signal for the 30 plant cells used in the study as a function of the number of markers. **(D)** ICI output for the single cells used in this study, showing the predicted identity in the heatmap and the cell type marked by the reporter used to collect the cells. **(E)** Expression of selected markers for atrichoblast, stele, and QC in the single cells. Note the overall tendency of marker specificity and substantial noise from either technical or biological sources. **(F)** Proportion of cell identities called correct (red), unidentifiable (black), or incorrect (blue) at varying sequencing depths.

For each tissue, a marker set was chosen to provide the same level of information. Some tissues have more highly informative markers than others (Figure 2A). Therefore, Spec information scores were added until they reached a defined constant, resulting in more distinct tissues having fewer markers than less distinct tissues. In this way, the most highly informative markers are used to diagnose each cell identity and each cell type is given the same level of diagnostic power. Based on these markers, we compute an ICI for each tissue as follows. Using RNA-seq read counts from each single-cell profile, we calculate the mean expression of all genes in the predefined marker set and weight each gene by its Spec score for the particular identity. 

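The ICI was recomputed here from the deposited values and the marker table of Additional file 3, which holds 360 different loci in 15 tissue blocks of 19 to 30 markers. Read as a threshold of 20 followed by a marker number, the paper's text gives fewer markers than this table. The set behind the paper's values may therefore differ. For each tissue, the FPM values of its markers were multiplied by their Spec scores and averaged, and the mean was multiplied by the share of markers above 0. The paper's methods name FPM as the values that enter the ICI. Its source code takes the genes from which random sets are drawn as an argument, and neither the code nor the paper's text names them. All genes of the table were therefore taken as the main setting, and smaller sets of genes and log2 values as alternatives.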

To down-weight cases of sporadic noisy expression of individual markers and control for false positives, we then adjust the score by the proportion of markers expressed (expression level >0), effectively weighting in favor of identities for which many markers are detectable. For any given single cell that is queried, the procedure then determines an ICI for each cell type that is then normalized to a range of 0 to 1. This method generates a relatively simple index that is robust to low-level sporadic expression (false positives) and frequent absence of a given marker (false negatives). To generate a confidence measure, we randomized marker sets of equal size to the original and performed 1,000 permutations to establish a null distribution of ICIs for each cell type (see Materials and methods). 

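For each cell and tissue, 1000 random sets of as many genes as markers were drawn, and an ICI was called where fewer than 0.05 of the sets had a higher score, with ties counted as 0.5.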

We used a *P* < 0.05 cutoff to determine significant ICI above background.

The above procedure weights the contribution of a marker to the ICI by its pre-determined specificity in predicting a cell type. However, one free parameter in our method is the cumulative information threshold for marker selection, which determines the number of markers used per tissue. We analyzed the effect of this parameter on detection power by varying marker set size. We calculated the ICI for each cell from both our own experiments and the previously generated QC and epidermal cell profiles. Within a wide range of cumulative information threshold, representing relatively small or large marker sets, the procedure was able to classify all cells correctly (Figure S2A in Additional file 1). However, using a very low cumulative information threshold yielded results that were highly sensitive to the threshold, as indicated by a local variability measure (hereafter, ‘ICI variability’; Figure 2B). On the other hand, increasing the cumulative marker threshold resulted in lower mean maximal ICI (hereafter, ‘ICI signal’; Figure 2C; Figure S2 in Additional file 1) because a greater number of less-specific, ‘noisy’ markers were included in the analysis. 

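The marker table allowed thresholds from 1 to 20 to be tested on the 20 QC cells and the 3 stele cells at 0 h. From a threshold of 2 on, meristematic xylem had the highest ICI in all 3 stele cells. QC had the highest ICI in all 20 QC cells at 3 of the 20 thresholds. At the others from 4 to 18 a single cell was called otherwise, QC cell 3, in which meristematic xylem was highest. With log2 values, all QC cells had QC highest at 16 of the 20 thresholds.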

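The Euclidean distance between the ICI vectors of neighboring thresholds had a mean over the 23 cells of 0.335 at thresholds 1 to 4 and of 0.0441 at thresholds 15 to 19. The former rested on thresholds 1 to 3, with 0.261, 0.372 and 0.663. From threshold 4, with 0.0448, to 17 the distance lay between 0.00984 and 0.0760. At a threshold of 18 it rose to 0.140. With log2 values, the means were 0.330 and 0.0369 over the same ranges, and the distance at threshold 4 was 0.140.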

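The mean of the highest ICI per cell was 0.936 at a threshold of 5 and 0.814 at 20. It was lower by 0.121 at the latter.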

The result illustrates a tradeoff between robustness (ICI variability) and signal strength (ICI signal) in determining marker set size, where ranking markers for informativeness permits an optimization between the two effects. The analysis suggests that the cumulative information threshold should be set in a range where ICI variability is stable and minimal, while ICI signal is high. As marker behavior and specificity vary between experimental systems [22], the optimal threshold needs to be empirically determined. To maximize robustness and signal strength in the plant dataset, we selected a cumulative information threshold value of 20, which was used for the rest of the study (Additional file 3).

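QC had the highest ICI of the 15 tissues in 20 of the 20 single QC cells, with a median ICI of 0.872 (0.546 to 0.991), and in the 4 aliquots (0.841 to 0.920). Fewer than 0.05 of the random sets scored higher than QC in 18 of the 20 cells (90.0%, exact Clopper-Pearson 95% interval 68.3% to 98.8%, counting error only) and in 4 of the 4 aliquots. The exceptions were QC cell 3, with a share of random sets of 0.373, and QC cell 4, with 0.0699. Both were in the set of QC cell 2, where 4 of 6 cells passed. In the set of QC cell 1 it was 7 of 7 cells, in that of QC cell 14 it was 3 of 3, and among QC cells 15 to 18 it was 4 of 4. The interval above takes all 20 cells as separate. With each nearly alike pair counted as 1 cell, chosen after seeing the data, 16 of 18 cells passed. With log2 values 20 of the 20 cells passed. With random sets drawn from genes above 0 in the cell itself, the alternative that moved the number most, it was 2 cells, and with genes above 0 in any library it was 5. Without the weight by the share of markers present 9 cells passed, and without the marker that gave most of each ICI 11 did. The markers with the largest mean share of the QC ICI were *BBM* (19.9%), *GA3* (17.3%) and *PLT1* (14.0%). In QC cell 4, *BBM* gave 99.2% of it.

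**Figure D3:**
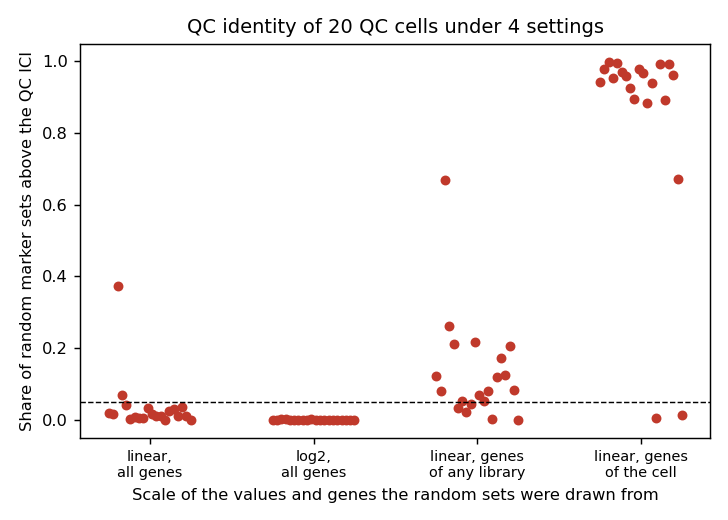
Share of 1000 random marker sets that scored above the QC ICI (y axis) for each of the 20 QC cells (points), by the scale of the values and the genes from which random sets were drawn (x axis). The dashed line marks 0.05; 18, 20, 5 and 2 cells lie under it, from left to right.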

Using this procedure, all cells picked using the highly specific QC marker *WOX5:GFP* were identified as QC regardless of the lab that generated them, showing the method is robust to batch effects (Figure 2D). The three stele cells scored the highest for meristematic xylem tissue. This tissue represents early developmental stages of the xylem and is contained within the tissues marked by the *WOL* promoter [33]. 

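Meristematic xylem had the highest ICI in 3 of 3 stele cells at 0 h, with values of 0.615, 0.671 and 0.663 in replicates 1 to 3. The share of random sets above this ICI was 0.117, 0.0749 and 0.297, so that no cell was under 0.05. With log2 values, 3 of 3 cells were. The markers with the largest mean share of this ICI were *scpl35* (24.0%), *NET1A* (16.6%) and AT3G42800 (10.7%). Between 13 and 17 of the 24 meristematic xylem markers were above 0 per cell.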

With respect to epidermal cells, the previous single-cell study that collected atrichoblast (non-hair epidermal cells) using *GL2:GFP* could not distinguish the isolated cells from a closely related subtype (trichoblast or hair cells), using transcriptome similarity-based methods [10]. However, our information-based approach correctly identified the cells as atrichoblast and not trichoblasts, showing the method can sensitively discriminate very subtle differences in cell subtypes (Figure 2D) and is robust to the noise of single-cell profiles (Figure 2E). We investigated the ability of the ICI to differentiate cell types and account for noise by analyzing multidimensional scaling plots using the Pearson correlation as a distance measure. When using the expression of the markers identified by our algorithm (information threshold of 20,258 markers), cells could be separated by tissue, but noise and batch effects were still very apparent. This noise was evidenced by QC cells occupying a large space, making it difficult to assign them to a coherent group (Figure S3A in Additional file 1). In contrast, using the ICI vectors, identities were clearly distinct, while batch and lab-dependent effects were no longer evident (Figure S3B in Additional file 1).

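On the log2 values of the markers, the median distance (1 - r) was 0.404 between QC cells and 0.756 between QC cells and stele cells at 0 h, a ratio of 1.87. The largest distance between QC cells, 0.647, was just under the smallest between the tissues, 0.651. Between QC cells of the same set the median was 0.233 and between sets 0.451. By Spearman correlation, the ratio was 1.53.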

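On the ICI vectors, the median distance was 0.0114 between QC cells and 1.07 between QC and stele cells, a ratio of 94.2. Every one of the 190 distances between QC cells, the largest of which was 0.223, lay under the smallest between the tissues, 0.904. QC cells of the same set were at a median distance of 0.0125 and those of other sets at 0.0110. By Spearman correlation, which moved it most, the ratio was 2.04, 104 of the 190 distances lay under the smallest between the tissues, and the median was 0.210 within and 0.464 between sets. With log2 values in the ICI, the median was likewise lower within sets, 0.00508, than between sets, 0.00716. The paper states that identities were distinct with the ICI vectors and that batch effects were no longer evident.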

### Sensitivity to read depth and chimeric states

Single-cell studies are now being generated for hundreds and thousands of cells [8], which means each cell is sequenced at a very shallow depth. To assay the sensitivity of our method at different read depths, we generated shallow read depth samples by resampling and determined the rates of correct calls for the 40 single root cells. 

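Reads were drawn 50 times at each depth from the 20 QC cells and the 3 stele cells at 0 h, in proportion to the values of each library, and a draw was called by the highest ICI under 0.05. At 10000 reads, 65.5% of the 1150 draws were called right and 30.3% were not called. At 500000 reads, 73.7% were called right. The share of right calls was 84.6% for QC cells and 1.33% for stele cells at that depth. With random sets from genes above 0 in any library, which moved it most, the shares of right calls at these depths were 35.0% and 34.8%, and with log2 values they were 75.5% and 93.3%.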

Our method was sensitive enough to classify the correct tissue among the 15 possible cell types at high confidence 87% of the time with 10,000 reads/cell and 91.3% of the time with 500,000 reads/cell (Figure 2F). 

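The share of draws called as another tissue was 9.39% at 100 reads, 4.26% at 10000 reads and 4.35% at 50000 reads, and 4.09% at 500000 reads. With log2 values it was 0.0870% at 10000 reads and 0% at 50000 reads. In the main setting at 50000 reads, 5% of the draws of QC cells and 0% of those of stele cells were called wrong. A single QC cell called wrong in all its draws would give this share. Draws of a cell are not independent, so that these shares are not error rates over cells.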

Importantly, there were very few incorrect classifications even at very shallow read depths (1.75% and <0.5% at 10,000 and 50,000+ reads/cell, respectively; Figure 2F). These results demonstrate the feasibility of our method in highly multiplexed experiments with shallow sequencing depths.

In addition, one promising application for single-cell transcriptomics is the ability to track cells as they undergo differentiation or cellular reprogramming and to identify chimeric, transitional states or prior state memory. To test our algorithm on mixed cell states, we generated mixed cell profiles by randomly sampling reads from either QC and atrichoblast cells or QC and meristematic xylem cells. Using a stringent threshold, our algorithm identified both cell types in a simulated single cell in 62% and 21% of the cases in QC-atrichoblast and QC-meristematic xylem mixed cells, respectively (Figure S4 in Additional file 1). 

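In 100 mixes of a random QC cell and a random stele cell at 0 h, each of 1000000 reads drawn 1:1, QC and meristematic xylem were both called in 0 mixes at a share of 0.05. None of the unmixed stele cells at 0 h was called at this share either, which left little room for both. QC alone was called in 21 mixes. The median ICI was 0.501 for QC and 0.238 for meristematic xylem. With log2 values, both were called in 16 mixes, QC alone in 10 and meristematic xylem alone in 47, and the order of the median ICIs was the opposite, 0.265 for QC and 0.371 for meristematic xylem. The depth of the mixes is not stated in the paper's text.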

As chimeric identity dilutes both identities, the lack of any significant identity justifies a lower threshold to explore potential mixed cell states. Indeed, lowering the threshold resulted in detection of multiple identities in 75% and 57% of the simulated QC-atrichoblast and QC-meristematic xylem mixed cells, respectively (Figure S4 in Additional file 1). 

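At a share of 0.1, both identities were called in 0 of the 100 mixes and QC alone in 48. With log2 values both were called in 38 mixes, QC alone in 4 and meristematic xylem alone in 49.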

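A tissue other than QC and meristematic xylem was called in 0 of 100 mixes at a share of 0.05 and in 4 at 0.1. With log2 values no mix had such a call at 0.1. Mixes with atrichoblast cells were not analysed here.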

The rate of false positives at a low threshold was small, as non-pooled cell identities were detected at a low proportion of 2 to 3% (Figure S4 in Additional file 1).

### Classification of single cells from human glioblastoma tumors

To test our method in a different system, we utilized a previously profiled collection of 365 cells from five human glioblastoma tumors, sequenced at low depth [24]. Using The Cancer Genome Atlas (TCGA) whole tumor transcriptome data from four subtypes of glioblastoma [34], we identified high information markers among these tumor types. Overall, glioblastoma subtype markers had significantly lower Spec scores than root tissues (Figure 3A; Additional file 4), indicating a significant overlap in transcript expression between the different subtypes. Previous analysis by TCGA identified a set of 840 marker genes that can differentiate between the subtypes [34]. However, our data show that while part of the TCGA marker set has relatively high Spec scores, a substantial part of the set has low scores (Figure 3B), suggesting that a more optimal subset could be identified. In comparison with the plant dataset (Figure 2B,C), the ICI variability decreased more rapidly for the glioblastoma dataset while ICI signal remained stable with increasing marker set size (Figure 3C,D), indicating a wide possible range for an optimal marker number.

**Figure 3:**
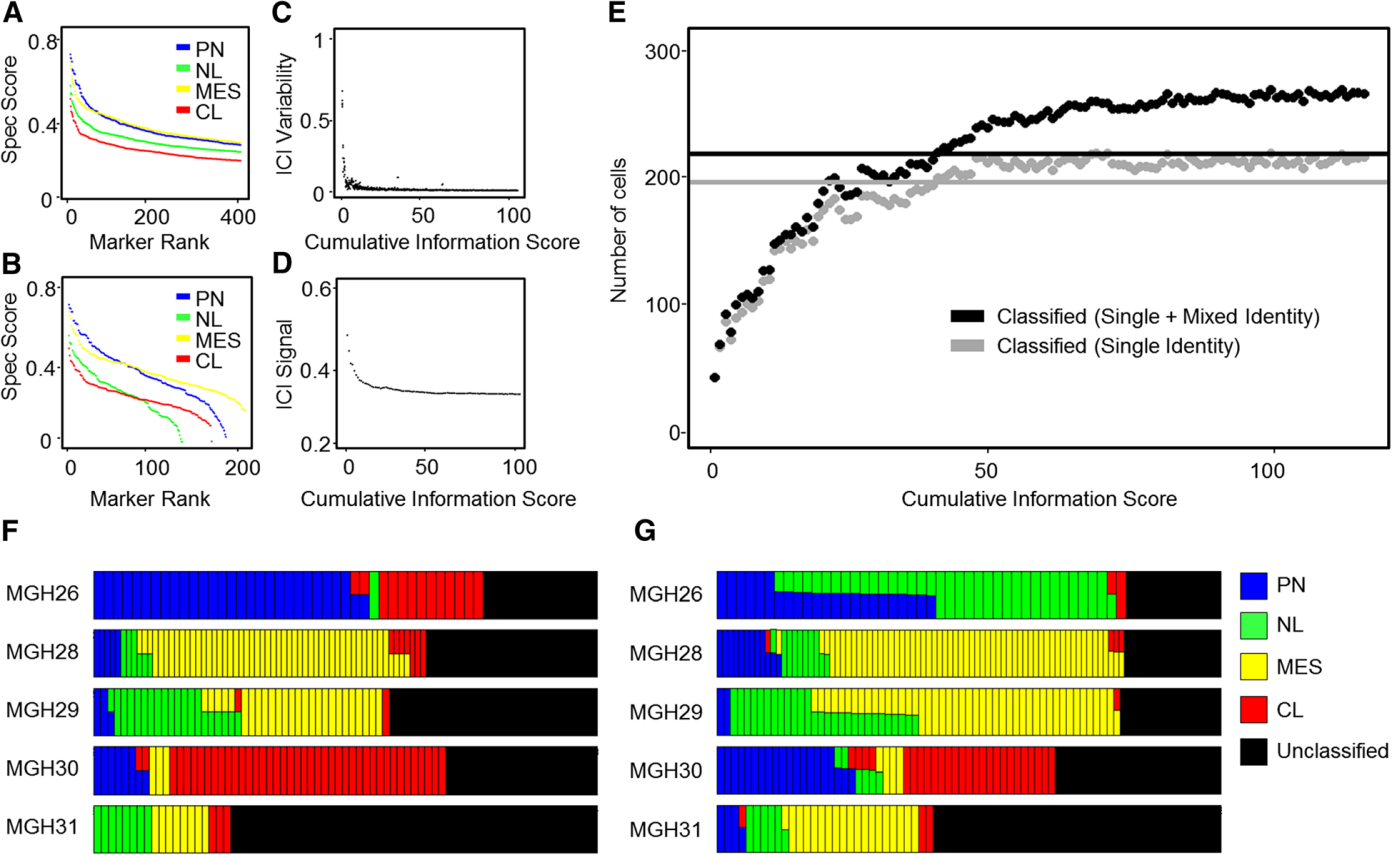
**Marker analysis and identity scores of cells from glioblastoma tumors. (A,B)** Spec scores for the glioblastoma markers identified by our algorithm **(A)** and for the TCGA markers previously published [34] ordered by rank. Tumor subtypes are: CL, classical; MES, mesenchymal; NL, neural; PN, proneural. **(C,D)** ICI variability **(C)** and ICI signal **(D)** for the glioblastoma cells*.* **(E)** Number of classified cells in all five tumors as a function of the marker information threshold. Black indicates all classified cells including mixed identities. Gray indicates cells classified as a single identity. Lines indicate number of cells classified in a previously applied algorithm [24]. **(F,G)** Identity calls for individual cells from each subtype in each of the five tumors, using the algorithm and markers in a previous analysis [24] **(F)**, and using the ICI method with a cumulative information threshold of 110 **(G)**. Each column represents a single cell, and the color-coded bars represent relative identities.

A previous attempt to classify the cells using the mean expression of the TCGA markers could identify 59% of the cells [24] (Figure 3E). To identify an optimal marker number, we measured the number of classified cells while varying cumulative information thresholds. Increasing the cumulative information threshold consistently improved the number of identified cells of both single and mixed fates, and could surpass the performance of previous methods [24] (Figure 3E). Using a cumulative information threshold of 110 (1,368 marker genes; Additional file 4), our method was able to classify 72% of these cells (Figure 3E).

Both methods show that all tumors were of mixed identities with cells representing different subtypes at various proportions [24] (Figure 3F,G). The proportions of the subtypes in the tumors predicted by our method were similar to those previously verified [24], with the exception of the identification of a previously uncharacterized neural population in tumor MGH26 (Figure 3F,G).

Overall, this analysis shows that the ICI method is broadly applicable and can provide formal methods to optimize marker set selection for the diagnosis of cell identity. In particular, ranking markers based on Spec values allows the use of many informative markers, optimizing use of previously published marker sets [34].

### Classifying transitional states during root regeneration

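Stele cells of *WOL:CRE-GR 35S:lox-CFP* roots, in which DEX had switched on CFP in the stele lineage, were compared between 3 cells isolated at 0 h and 4 cells isolated at 16 h after excision of the root tip at 130 μm. Each group counts as 1 sample, since no plant is named for a cell, so that values per cell, medians and the overlap of the groups are given without p. All libraries at 0 h formed 1 set and all libraries at 16 h another, so that time and set cannot be told apart. A gene missing from the first library of a set was at 0 in the whole group: 1704 genes were listed by the first library at 0 h alone and 2074 by that at 16 h alone.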

In order to test the algorithm on cells that undergo regeneration, we analyzed the cells from the root stele tissue 16 hours after excision of the root tip (Figure 4B) and removal of the stem cell niche [27]. After decapitation, the root meristem reorganizes, reforming the missing stem cell niche and columella from the remnant stump in the position of the former stele [27]. We engineered a stele-specific marker, *WOL:CRE-GR 35S:lox-CFP* (Figures 1A and 4A,B; Materials and methods) for this experiment The use of this ‘memory’ marker allowed us to definitively assign the cell type of origin of the marked cells during tissue regeneration [27].

**Figure 4:**
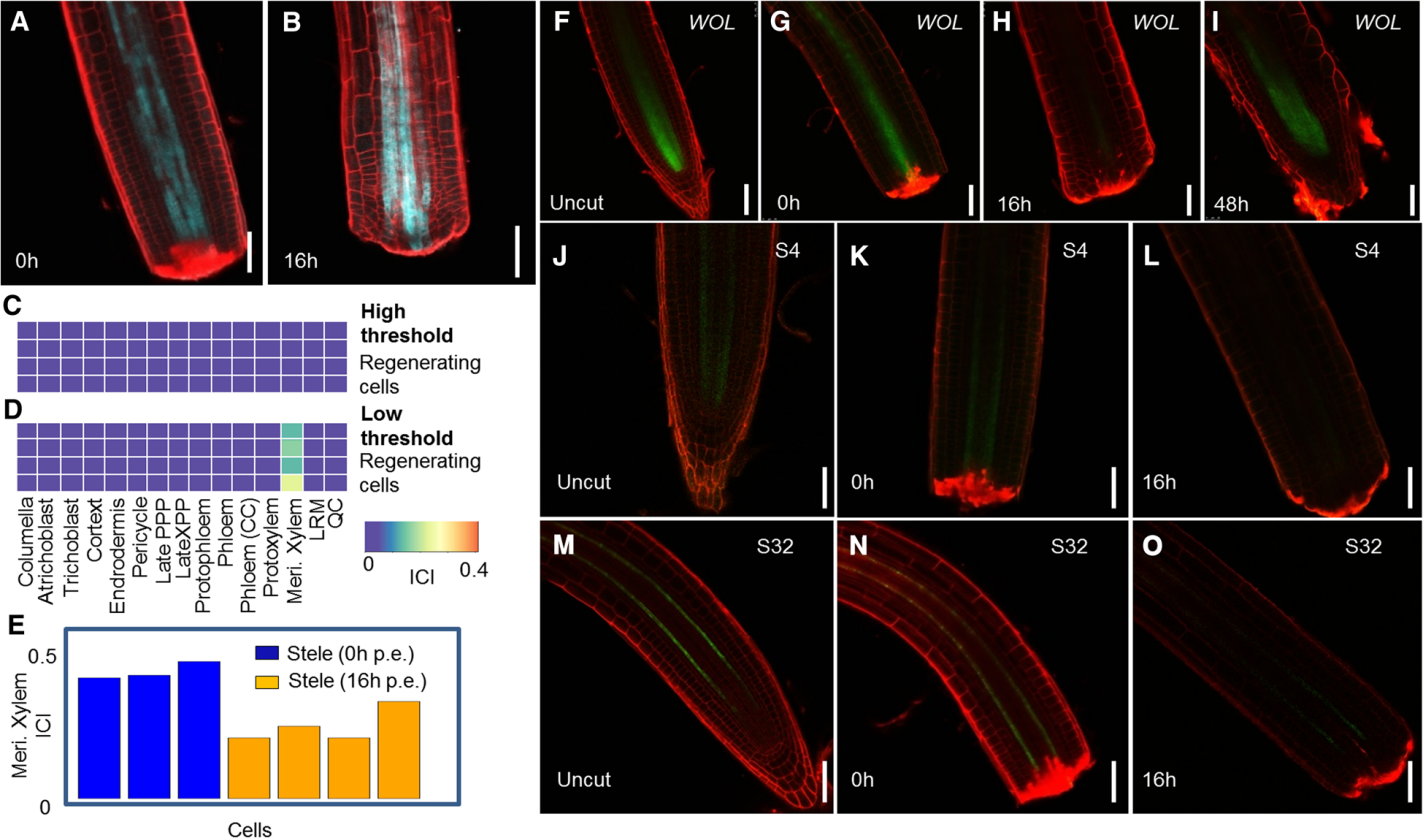
**Quantitative loss of identity in regenerating root vascular cells. (A,B)** Induced *WOL:CRE-GR 35S:lox-CFP* roots, immediately after **(A)** and 16 hours **(B)** following root tip excision. **(C,D)** Significant ICIs (*P* < 0.05 **(C)** and *P* < 0.2 **(D)**) for the four cells isolated from the regenerating root shown in **(B)**. CC, Companion Cell; LRM, Lateral Root Meristem; PPP, Phloem Pole Pericycle; XPP, Xylem Pole Pericycle. **(E)** Meristematic xylem ICIs for stele cells. **(F-O)** Confocal images of *WOL:GFP* **(F-I)**, S4 **(J-L)** and S32 **(M-O)** plants before **(F,J,M)**, immediately after **(G,K,N)**, and at 16 **(H,L,O)** and 48 **(I)** hours post-tip excision. Note that expression of vascular markers is greatly diminished at 16 hours.

At a high significance threshold, stele cells from the regenerating roots had no significant identity (among the 15 cell types queried; Figure 4C), indicating a quantifiable loss or decrease in cell identity. 

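In the 4 stele cells at 16 h, no tissue had an ICI called at 0.05. The lowest share of random sets above any tissue's ICI was 0.473, 0.528, 0.278 and 0.580 in replicates 1 to 4. At this level no cell had a called tissue under any of the other settings tried for the ICI either. The 3 cells at 0 h had none in the main setting, and had one with log2 values and with log2 of FPM values, chosen after seeing the data, alone. From this absence of a called identity, the paper reasons that cell identity was lost or decreased.

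**Figure D4:**
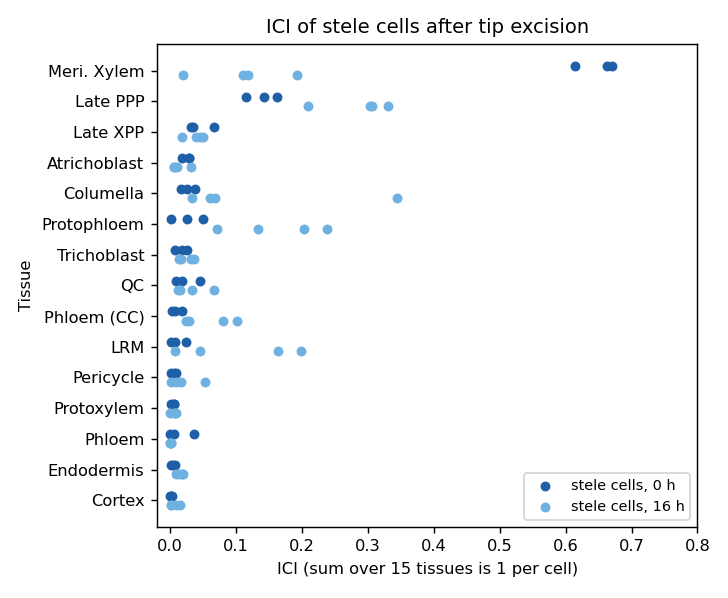
ICI (x axis) of the 15 tissues (y axis) in the 3 stele cells at 0 h and the 4 stele cells at 16 h, 1 point per cell and tissue. Meristematic xylem lies between 0.615 and 0.671 at 0 h and between 0.0201 and 0.192 at 16 h.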

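The meristematic xylem ICI was 0.192, 0.118, 0.0201 and 0.110 in the 4 stele cells at 16 h, with a median of 0.114 against 0.663 at 0 h and no overlap between the groups. The difference in medians was 0.549, and with each cell left out in turn it lay between 0.525 and 0.553. With log2 values, which moved it most, it was 0.267, again without overlap. Before normalization to a sum of 1, the medians were 1.95 at 16 h and 18.6 at 0 h. At a share of 0.2 no tissue was called at 16 h, whereas with a cumulative information threshold of 5 a tissue other than meristematic xylem was called in 2 of the 4 cells. The highest ICI belonged to late phloem-pole pericycle in 3 of the 4 cells and to columella in replicate 4. With log2 values, meristematic xylem was highest in 3 of the 4 cells, with none of them called at 0.2. The median ICI of late phloem-pole pericycle was 0.143 at 0 h and 0.305 at 16 h, and with log2 values the order was the opposite, 0.179 and 0.146. The paper's *t*-test took the cells as replicates.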

When the significance threshold was relaxed, meristematic xylem was still the highest identity in these cells (Figure 4D), although the ICIs were significantly reduced (Student’s *t*-test, *P* < 0.05; Figure 4E). Indeed, expression of most meristematic xylem markers was reduced, although still present (Figure S5A in Additional file 1). In addition, expression of individual known stele and vascular differentiation markers, such as the stele-specific vascular developmental regulator *WOL*, was reduced in the regenerating cells (Figure S5B in Additional file 1). 

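Of the 24 meristematic xylem markers, 12 had a lower median log2 value at 16 h than at 0 h, 4 a higher one and 8 an equal one. Of the 12, 5 were missing from the first library at 16 h and so at 0 in all 4 cells. Over the 17 markers above 0 in a stele cell, the median difference between 16 h and 0 h was -5.15 on the log2 scale, and 0 of 10000 random gene lists matched on mean expression had a lower median. Over the 11 markers above 0 in both first libraries, chosen after seeing the data, the median difference was -2.99 and 0.38% of random lists were lower. At 16 h, 9 to 11 markers were above 0 per cell.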

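*WOL* (AT2G01830) had log2 values of 11.72, 10.19 and 9.98 at 0 h and of 11.39, 6.02, 4.85 and 2.93 at 16 h, so that the first library at 16 h lay within the range at 0 h. *SHR* had 10.40, 11.92 and 9.42 at 0 h and was at 0 in all 4 cells at 16 h, where the first library did not list it. *VND7* (AT1G71930) had 4.74, 12.57 and 4.17 at 0 h and 11.23, 0, 0 and 4.04 at 16 h, and the groups overlapped.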

The analysis suggests internal root tissue undergoes a stage of identity loss during the regeneration process. 

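Genes were ordered by the difference in median log2 FPM value between 16 h and 0 h, among genes whose cells did not overlap and that were above 0 in every cell of the higher group. Among the largest rises were AT3G31440 and *SADHU7-2* (AT3G31442), which had identical values and rose by 8.74, so that it is uncertain which of them rose. AT5G34851 rose by 8.58. These 3 were not listed by the first library at 0 h and so at 0 in that group. AT3G22910 rose by 8.39. The largest falls were of *NAC045* (AT3G03200), which fell by 8.55, *AGP31* (AT1G28290), which fell by 8.25, and *RSH2* (AT1G12950), which fell by 7.96. AT5G66090 fell by 7.79 and was not listed by the first library at 16 h, and *HB-8* (AT4G32880) fell by 7.70. With stele cell 4 at 16 h left out, 0 of the 5 rises and 3 of the 5 falls were among the largest, and with stele cell 1 at 0 h left out 4 rises and 1 fall were. The paper proposes from the lower ICI and marker expression that internal root tissue passes through a stage of identity loss during regeneration.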

As cells are collected following disassociation, their exact spatial location cannot be confirmed. However, we inferred from these single-cell profiles and previous work that the cells selected were not in the distal end of the cut root stump, as we have shown that these cells near the injury site undergo rapid reprogramming [27]. Thus, the result leads us to hypothesize that tissues relatively distant to the cut site undergo an attenuation of identity, even though they are possibly outside of the region where cell identities rapidly reprogram.

To corroborate these results, we examined the expression of a labile *WOL:GFP* marker during the regeneration process. In agreement with our single-cell data, expression of *WOL* is transiently down-regulated throughout the regenerating stele at 16 hours and recovers following the regeneration of the root at 48 hours following excision (Figure 4F-I). We also examined the markers S4 and S32, which mark the internal meristematic xylem and protophloem tissues, respectively [30]. Both markers were down-regulated throughout the meristem by 16 h post-excision (Figure 4J-O). The signal for both markers was still visible at low levels, indicating partial conservation of identity.

The role of this transient loss of internal tissue identity requires further investigation. However, the example shows that we can detect quantitative transitions in cell fate in regenerating tissue, with cells showing signs of a collapse of original cell identity during regeneration. Overall, our techniques provide an approach to quantify cell identity in single cells in a robust and sensitive manner that should be useful in regeneration and reprogramming studies.

## Discussion

Single-cell RNA-seq can be used to gain insights into cellular trajectories and intermediate differentiation steps that are otherwise obscured by bulk analyses. However, classification of cell state is a complex problem due to biological variability among cells and technical noise generated by small-scale amplification techniques. Furthermore, biological replicates are not possible, and methods are still needed to assess the certainty of classification. Here we introduce a formal approach to identify the state of a cell and generate a measure of confidence in the classification of a single or mixed cell identity. Importantly, each cell is diagnosed independently of others based on a stable reference set, so the classification is not fit to a particular experiment and does not change as more cells are sampled. In addition, our method is robust to batch effects that make separate experiments otherwise difficult to compare.

The composition of the marker set used for cell type classification is an important parameter that has not been formally addressed. The biological and technical noise associated with single cell experiments means that the presence or absence of a marker is a probabilistic event. An intuitive solution to the problem is the use of multiple markers for each cell identity to ‘vote’ on classification, as we formalize here in a straightforward index. However, while many markers can be used, not all markers are equally specific, implying tradeoffs when setting the composition of the marker set. For example, intuitively, the presence of several highly specific markers provides a clear diagnosis. However, such an approach would frequently fail in single cell experiments because, as we showed by using several datasets from different labs, including our own, any given marker may be absent in a cell or possibly expressed in an ‘ectopic’ cell. Such anomalies, possibly stemming from sporadic transcription events, are averaged out in pooled cells and thus escape detection. On the other hand, increasing robustness by including more markers diminishes power since markers themselves vary in their informativeness of cell identity. We could observe these tradeoffs in our dataset using a gold standard set of handpicked cells from well-characterized cell types. When using a low number of markers (at a low cumulative information threshold), we observed highly variable ICIs and low performance in calling cell identity. In contrast, using high cumulative information decreased the difference in ICI over background noise and similarly decreased performance.

We can address this tradeoff systematically using our approach, which quantifies the predictive value (information) of markers on cell identity. We determine cell identity using a scoring index that is weighted by the information value of the marker. This approach provides robustness by enabling the use of large marker sets while it minimizes the loss of power by down-weighting less informative markers. In addition, the cutoff for cumulative information can be optimized using ICI variability and ICI signal over increasing marker set sizes. Such analysis does not require a gold standard dataset and can be optimized using experimental data. Overall, this process provides a systematic approach to using a large marker set to increase certainty in cell identity calls without loss of power to detect weak signals. We note that the current limited availability of high-quality single-cell datasets precludes the testing of our method in the full set of scenarios to which it can be applied, and we suggest that future assessment of the method will further clarify its performance.

One application of these methods is determining cell identity during dynamic developmental transitions. Key questions include: How do cells transition from one cell type to another in order to reform injured tissue, and, what is the relative role of dedifferentiation and transdifferentiation in this phenomena [35-37]?

Single cell transcriptomics combined with identity analysis tools can address these questions. The challenge in this problem is confidently distinguishing cell fate transition from natural variability and noise. Unsupervised techniques are not generally designed for discrete or mixed cell classification, as we show that batch effects and other sources of variability do not lead to clear boundaries between clusters of different cell identities. In addition, mixed cell fates would not be expected to necessarily occupy the intermediate space between known cell types. The approach we developed can be used to quantify the loss of identity and to detect the presence of multiple identities in a single cell profile.

In single cells obtained from meristematic vascular tissue of regenerating roots, we were able to detect a previously uncharacterized transient state of identity loss during the regeneration process. These same cells showed a transient loss of expression of *WOL*, a regulator of the plant response to the phytohormone cytokinin [33]. The loss of identity detected was in both meristematic xylem and phloem tissues, and analysis of fluorescent markers corroborated a meristem-wide transient loss of identity in the vascular tissue. This loss of identity may be required to re-establish the differentiation gradient that is normally present in the root meristem and is disrupted by the decapitation of the tip. Although the nature of this transient state requires further investigation, the result illustrates how the ability to sensitively map and quantify changes in cell identity permits high resolution analysis of tissue dynamics during developmental processes. Overall, the ability of our method to quantify multiple identities in single cells makes it a useful tool for future studies in multiple experimental systems.

## Conclusions

We present an information-based method for quantification of cell identities using available cell-type repositories and single-cell RNA-seq profiles. Using our method we identified high-information markers for the *Arabidopsis* root and for human glioblastoma subtypes and used them to classify single cells isolated from theses tissues with high fidelity. Using the method, we identified intermediate states occurring during root regeneration.

## Material and methods

### Generation of marker lines

An inducible, stele-specific lineage marking line (*pH7WOL:CRE-GR*) was generated using a modified CRE:LOX system, where CRE recombinase driven by the well-characterized stele promoter (*WOL*) is sequestered to the cytoplasm by fusion to the glucocorticoid receptor (GR). Upon dexamethasone (DEX) induction, the recombinase excises a terminator flanked by LOX sites to allow the constitutively active plant promoter CaMV 35S to drive fluorescent reporter (ER-*CFP*), permanently marking the induced cell and its daughters. Constructs were introduced into Col-0 backgrounds. The marker lines S4 and S32 were described previously [30].

### Microscopy

For confocal imaging, plants were briefly stained in propidium iodide (PI), mounted in water, and imaged using a Leica SPE confocal microscope with × 20 and × 63 magnification and 405 nm, 488 nm, and 561 nm lasers to excite cyan fluorescent protein (CFP), green fluorescent protein (GFP), and PI, respectively. Voltage and gain settings were held constant for each marker during the time series.

### Plant growth, isolation of single cells and RNA-Seq

Seeds were placed on agar plates (1 × Murashige and Skoog salts (Sigma M5524), 0.5% sucrose ), stratified at 4°C for 48 h, and placed vertically in growth chambers set to 23°C and a 16 h light/8 h dark cycle. *WOX5:GFP* plants were harvested 5 days after stratification, before *WOX5:GFP* signal is apparent in emerging lateral roots. *WOL:CRE-GR 35S:lox-CFP* plants were transferred at 6 days after stratification to induction plates (1 × MS, 0.5% sucrose, 10 μM DEX) for 24 h and then returned to 1 × MS plates. Root tips were then cut as described previously [27] at a distance of 130 μm above the columella, removing the QC and surrounding stem cells, and returned to 1 × MS plates for 16 h. Control plants were left on 1 × MS plates and cut at 130 μm just before harvesting. To isolate the root tips, roots, all grown on a single plate, were subjected to a 10 to 15 minute treatment in cell wall digestion solution, as previously described [38], to dissociate the root tips containing the meristem. Those tips were collected and subject to further treatment for a total of approximately 1 hour. Fluorescently marked cells were isolated under a fluorescence dissecting scope and collected with a glass mouth pipette. To verify single cells were picked, marked cells were transferred to a clean dish, re-pipetted into phosphate-buffered saline, and transferred into an approximate volume of 1 μl of lysis solution. cDNA synthesis and amplification were then preformed as described by [1]. Amplified cDNA was sheared with microTUBs using a Covaris^TM^ S2 System, and the library was prepared using TruSeq DNA Sample Preparation Kit (low throughput protocol) and sequenced on an Illumina HiSeq 2000, generating 50 bp single end reads. Resulting reads were aligned to the *Arabidopsis* genome (TAIR10) using Bowtie2 (parameters: --local -k 6). Gene expression values were calculated by summing the number of reads aligning to any annotated gene exon, using ngsutils. Reads aligning to more than one genomic location were counted as partial read. Genes with coverage of less than 200 bp were removed from downstream analysis. Number of reads per gene was normalized to library depth and log_2_ transformed. For Cel-Seq cells, 40 single QC cells were isolated from *WOX5:GFP* plants and processed according to [3]; data were deposited in Gene Expression Omnibus. Analysis was performed using R 2.15.2.

### Hierarchical clustering and multidimensional scaling

Hierarchical clustering was performed using Pearson correlation scores for log_2_ transformed normalized read counts. Multidimensional scaling was performed using the distance measure (1 - R, where R is the Pearson correlation score between two samples).

### Spec value calculation

Spec score for each marker and tissue were identified according to the algorithm described in [22], using two expression classes and the MAS5 processed dataset of microarray experiments detailed in Additional file 2. The Spec algorithm allows the identification of absence markers in which the given tissue is characterized by lack of expression, designated using negative Spec value. As these markers are not used by our algorithm, negative Spec scores were set to 0. For the plant dataset, we filtered genes shown to be induced by the cell wall digestion process [19] or constitutively highly expressed (median >250). Calculating Spec scores requires binning of the data, but does not prescribe an optimal method to determine bin size [22]. To identify optimal bin sizes, we sought to find the cutoff between background noise and true expression. Since the data were too scarce to infer a distribution and an inflection point, we used an empirical method in which, for each gene, we binned its expression across the samples into *l* equal sized bins, and designated the number of samples in each bin as (*o*_*1…l*_). We calculated the null expectation for the number of samples in each bin (*e*) as simply *e* = *M*/*l*, where M is the number of total measurements made among all cell types and replicates (M = 98 for plant; M = 173 for TCGA data). We then identified the highest bin (*m*) which satisfies o_m_ < e, signifying the transition from abundant noise to high expression. Following the identification of the cutoff region, we calculated the precise background cutoff value by finding the value in the preceding bin that maximized the Spec score.

In both the root data and the TCGA dataset, *l* was set to 10 but results were robust to a range of values of this free parameter. We also set an upper limit on the bin that marked the transition from noise to true expression (*u*), essentially filtering genes that showed a small difference between background and true expression (*u* = 3 for plant data; *u* = 10 for TCGA data).

To select tissue markers, genes were ordered by decreasing Spec score and their cumulative sum was calculated. Markers having the identical Spec score were secondarily ordered by decreasing mean expression in the samples over the background. Top-ranked markers included in the cumulative Spec sum under the threshold (20, unless noted otherwise in the text), and with a minimal tissue Spec score of 0.15, were assigned as tissue markers.

### Index of cell identity calculation

For each cell, a set of ICI scores, one for each tissue (*t*), was calculated as follows.

For each marker gene (*g*), the normalized fragment per million (FPM) expression value (*e*_*g*_) was multiplied by the Spec score for the particular tissue *s*_*g*,*t*_, and the mean of all weighted tissue markers was further weighted by the proportion of markers present (expression > 0):

$$ CI{M}_t=\frac{{\displaystyle {\sum}_g^{n_t}}{e}_g*{s}_{g,t}}{n_t}*\frac{{\displaystyle {\sum}_g^{n_t}} expressed(g)}{n_t} $$

where *n*_*t*_ is the number of markers for tissue *t.*

To determine significance, a population of background ICIs was generated by selecting an equal number of random genes as markers and calculating ICIs for 1,000 permutations. ICIs were considered as significant if they were higher than the top 5% of permutations, unless noted otherwise. ICIs were normalized such that the sum of ICIs for each cell was equal to 1. If more than one identity was significant at the 0.05 threshold level, the cell was considered as chimeric or mixed identity, at the proportions indicated by the ICI scores. If none of the ICIs were significant at the 0.05 level, cell identity was unclassified. All scripts were coded in R 2.15.2, and source code is provided as Additional file 5.

### ICI variability and ICI signal

To calculate ICI variability and ICI signal, the ICI vector for each cell was calculated as detailed above, using a cumulative information threshold that varied between 5 and 100 at increments of 1. Variability at information threshold of *i* was measured as the Euclidean distance between the ICI vectors for information threshold of *i* and *i* + 1. ICI variability for all cells was plotted on the same graph. Signal at information threshold of *i* was the mean maximal ICI value for all cells at that information threshold. Source code is provided as Additional file 5.

### Glioblastoma and mouse embryonic stem cell data analysis

Single cell mRNA-Seq data for mouse embryonic stem cells were obtained from the Gene Expression Omnibus (accession GSE54695) [11], omitting cells with fewer than 1,000 detected genes. A unified scaled dataset for four subtypes of glioblastoma tumors was downloaded from [34] and was used without additional processing to determine Spec scores, as described above. For the glioblastoma tumor data, normalized, scaled single-cell data were obtained from the Gene Expression Omnibus (accession GSE57872) [24]. To obtain FPM values, downloaded data were converted back to absolute values and renormalized by dividing each gene by its mean expression. ICIs were calculated as described above.

### Data access

Data have been submitted to Gene Expression Omnibus, accession numbers GSE46226 (single cell data), GSE64381 (CEL-SEQ profiles) and GSE64253 (QC profiling).

## Additional files

Additional file 1: Figure S1. Variability in marker expressions in single cells. **Figure S2.** Effect of number of markers used on identity specificity. **Figure S3.** The effect of Spec marker selection and the ICI transformation on the affinity of single cells using multidimensional scaling analysis. **Figure S4.** Identity of mixed cells. **Figure S5.** Expression of vascular markers in regenerating stele cells. Additional file 2: Table S1. Datasets used to generate root tissue markers. Additional file 3: Table S2. Spec scores for root tissue markers. Additional file 4: Table S3. Spec scores for glioblastoma markers. Additional file 5:
**R implementation of the algorithm.**

## Abbreviations

CFP: cyan fluorescent protein
DEX: dexamethasone
FPM: fragments per million
GFP: green fluorescent protein
GR: glucocorticoid receptor
ICI: index of cell identity
PI: propidium iodide
QC: quiescent center
TCGA: The Cancer Genome Atlas

# Supplementary material for: Quantification of cell identity from single-cell gene expression profiles
**Source:** Genome Biol. 2015 Jan 22;16(1):9. doi: 10.1186/s13059-015-0580-x
**Supplement:** Additional file 1: Figure S1. — Variability in marker expressions in single cells. Figure S2. Effect of number of markers used on identity specificity. Figure S3. The effect of Spec marker selection and the ICI transformation on the affinity of single cells using multidimensional scaling analysis. Figure S4. Identity of mixed cells. Figure S5. Expression of vascular markers in regenerating stele cells.

**
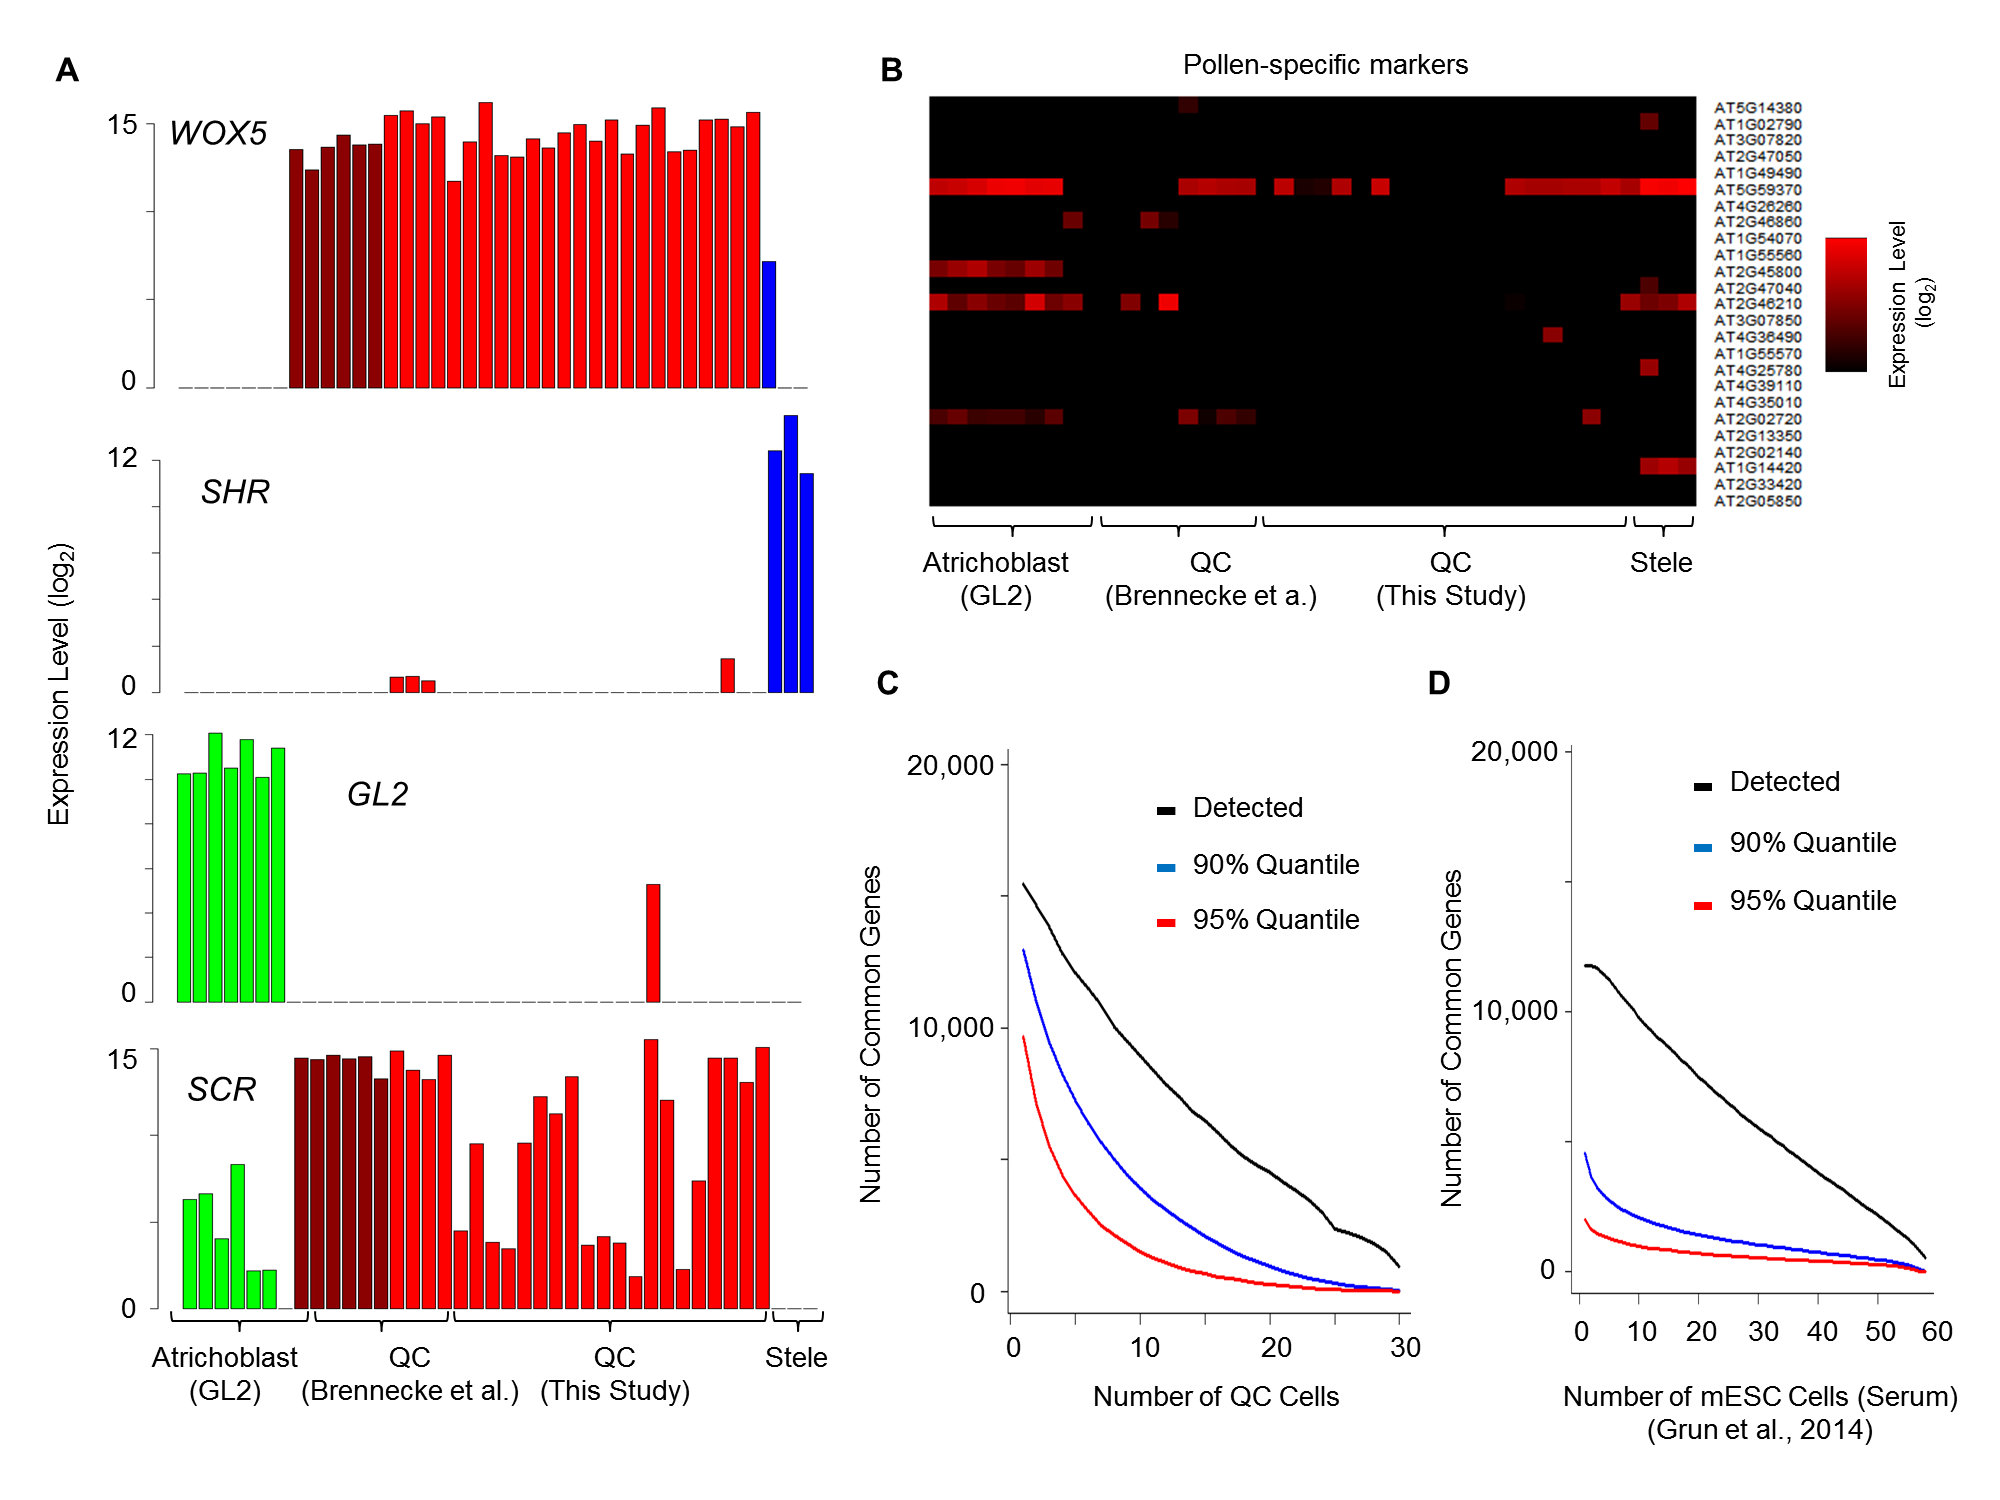
**

**Figure S1. Variability in marker expressions in single cells. A)** Expression level of root cell-type specific markers in single cell samples of root cells, showing detection compared to documented patterns (documented: *WOX5*=QC; *SHR*=stele; *GL2*=atrichoblasts; *SCR*=QC/endodermis. (B) pollen-specific markers in single root cells. **C)** Number of shared expressed genes as a function of the number of QC cells used in the study. For each gene, we calculated the number of QC cells for which the gene was found at the specified expression level (detected or expression in the 90% or 95% quantile). Shown is the total number of genes fitting the different criteria over increasing number of QC cells on the X-axis. **D)** Number of shared expressed genes as a function of the number of cells expressing them among mESC obtained from [11].

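The panel compares a gene's expression per cell with the tissue in which a reporter or in situ study places it. In the deposited table the values are log2 values of depth-normalized reads, and a cell at 0 can mean that no read fell on the gene, that its coverage was under the minimum the authors required, or that the first library of its set does not list the gene. Genes at 1 or 2 reads were listed, so that how the minimum was applied is uncertain.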

**
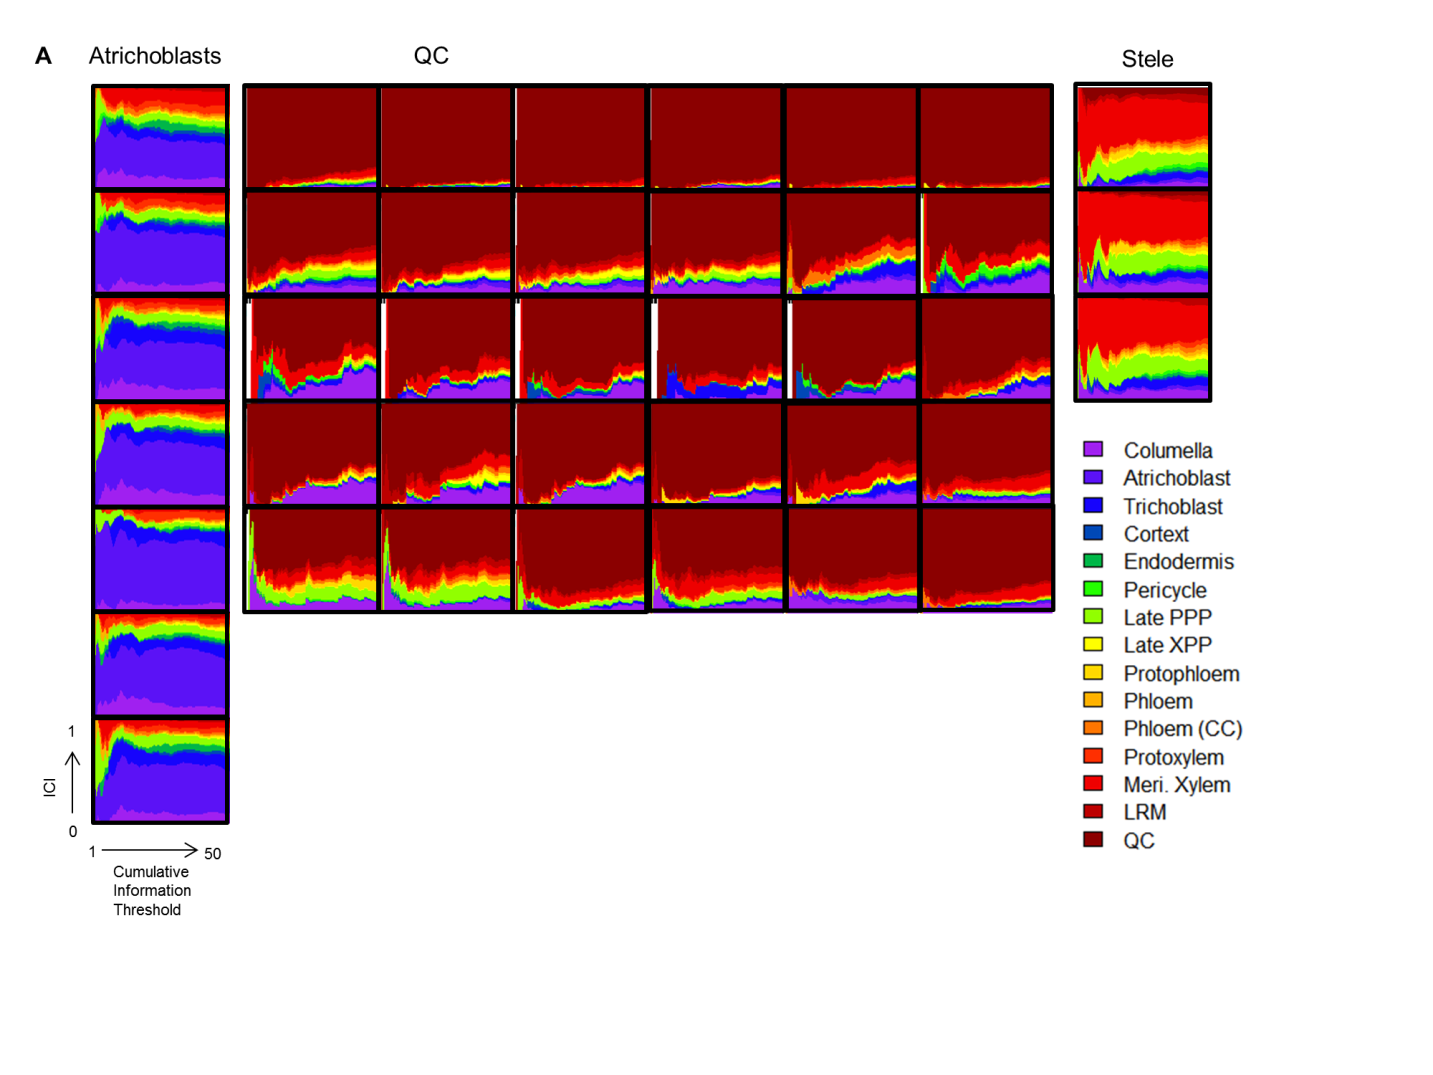
**

**Figure S2. Effect of number of markers used on identity specificity. A)** ICIs of atrichoblasts, QC,and stele cells, as a function of increasing cumulative information threshold, which effectively increases the size of the diagnostic marker set. The identity composition of the calls is on the vertical axis, where different identities are color-coded. The information threshold increases from 1 to 50 along the horizontal axis. Note the high variability (local color fluctuations) in calling primary identity in many cells at a low information threshold. In addition, note the increasing number of false calls (color mixtures), especially in QC and stele, for primary identity as the cumulative information threshold increases.

**
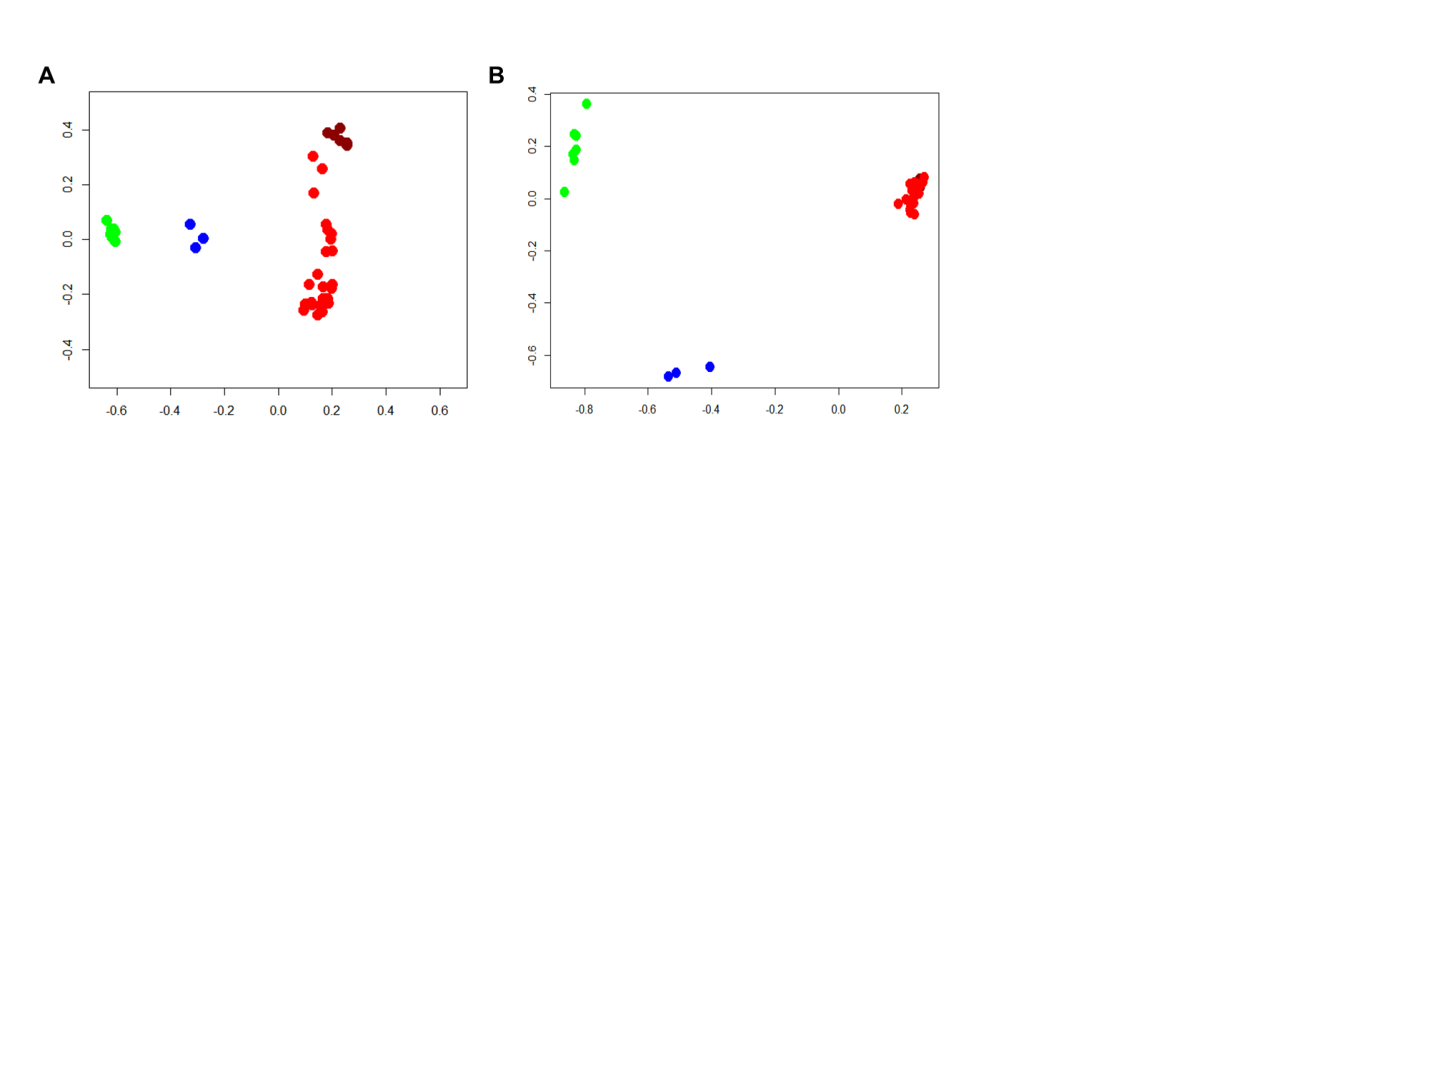
**

**Figure S3. The effect of Spec marker selection and the ICI transformation on the affinity of single cells using an MDS analysis.** **A-B)** MDS using Pearson correlation as a measure of similarity between cells using transcript levels of tissue-specific markers, selected at a cumulative information threshold of 20 (A) and ICI vectors using the same marker set (B). Red – QC, Blue – Stele, Green – Atrichoblasts. Dark red dots specify QC cells from [10].

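Both panels place cells by the distance 1 - r. Distances on marker values use as many dimensions as there are markers, whereas an ICI vector has 15 entries that sum to 1, so that a cell with a single high entry is close to every other cell with the same highest tissue.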

**
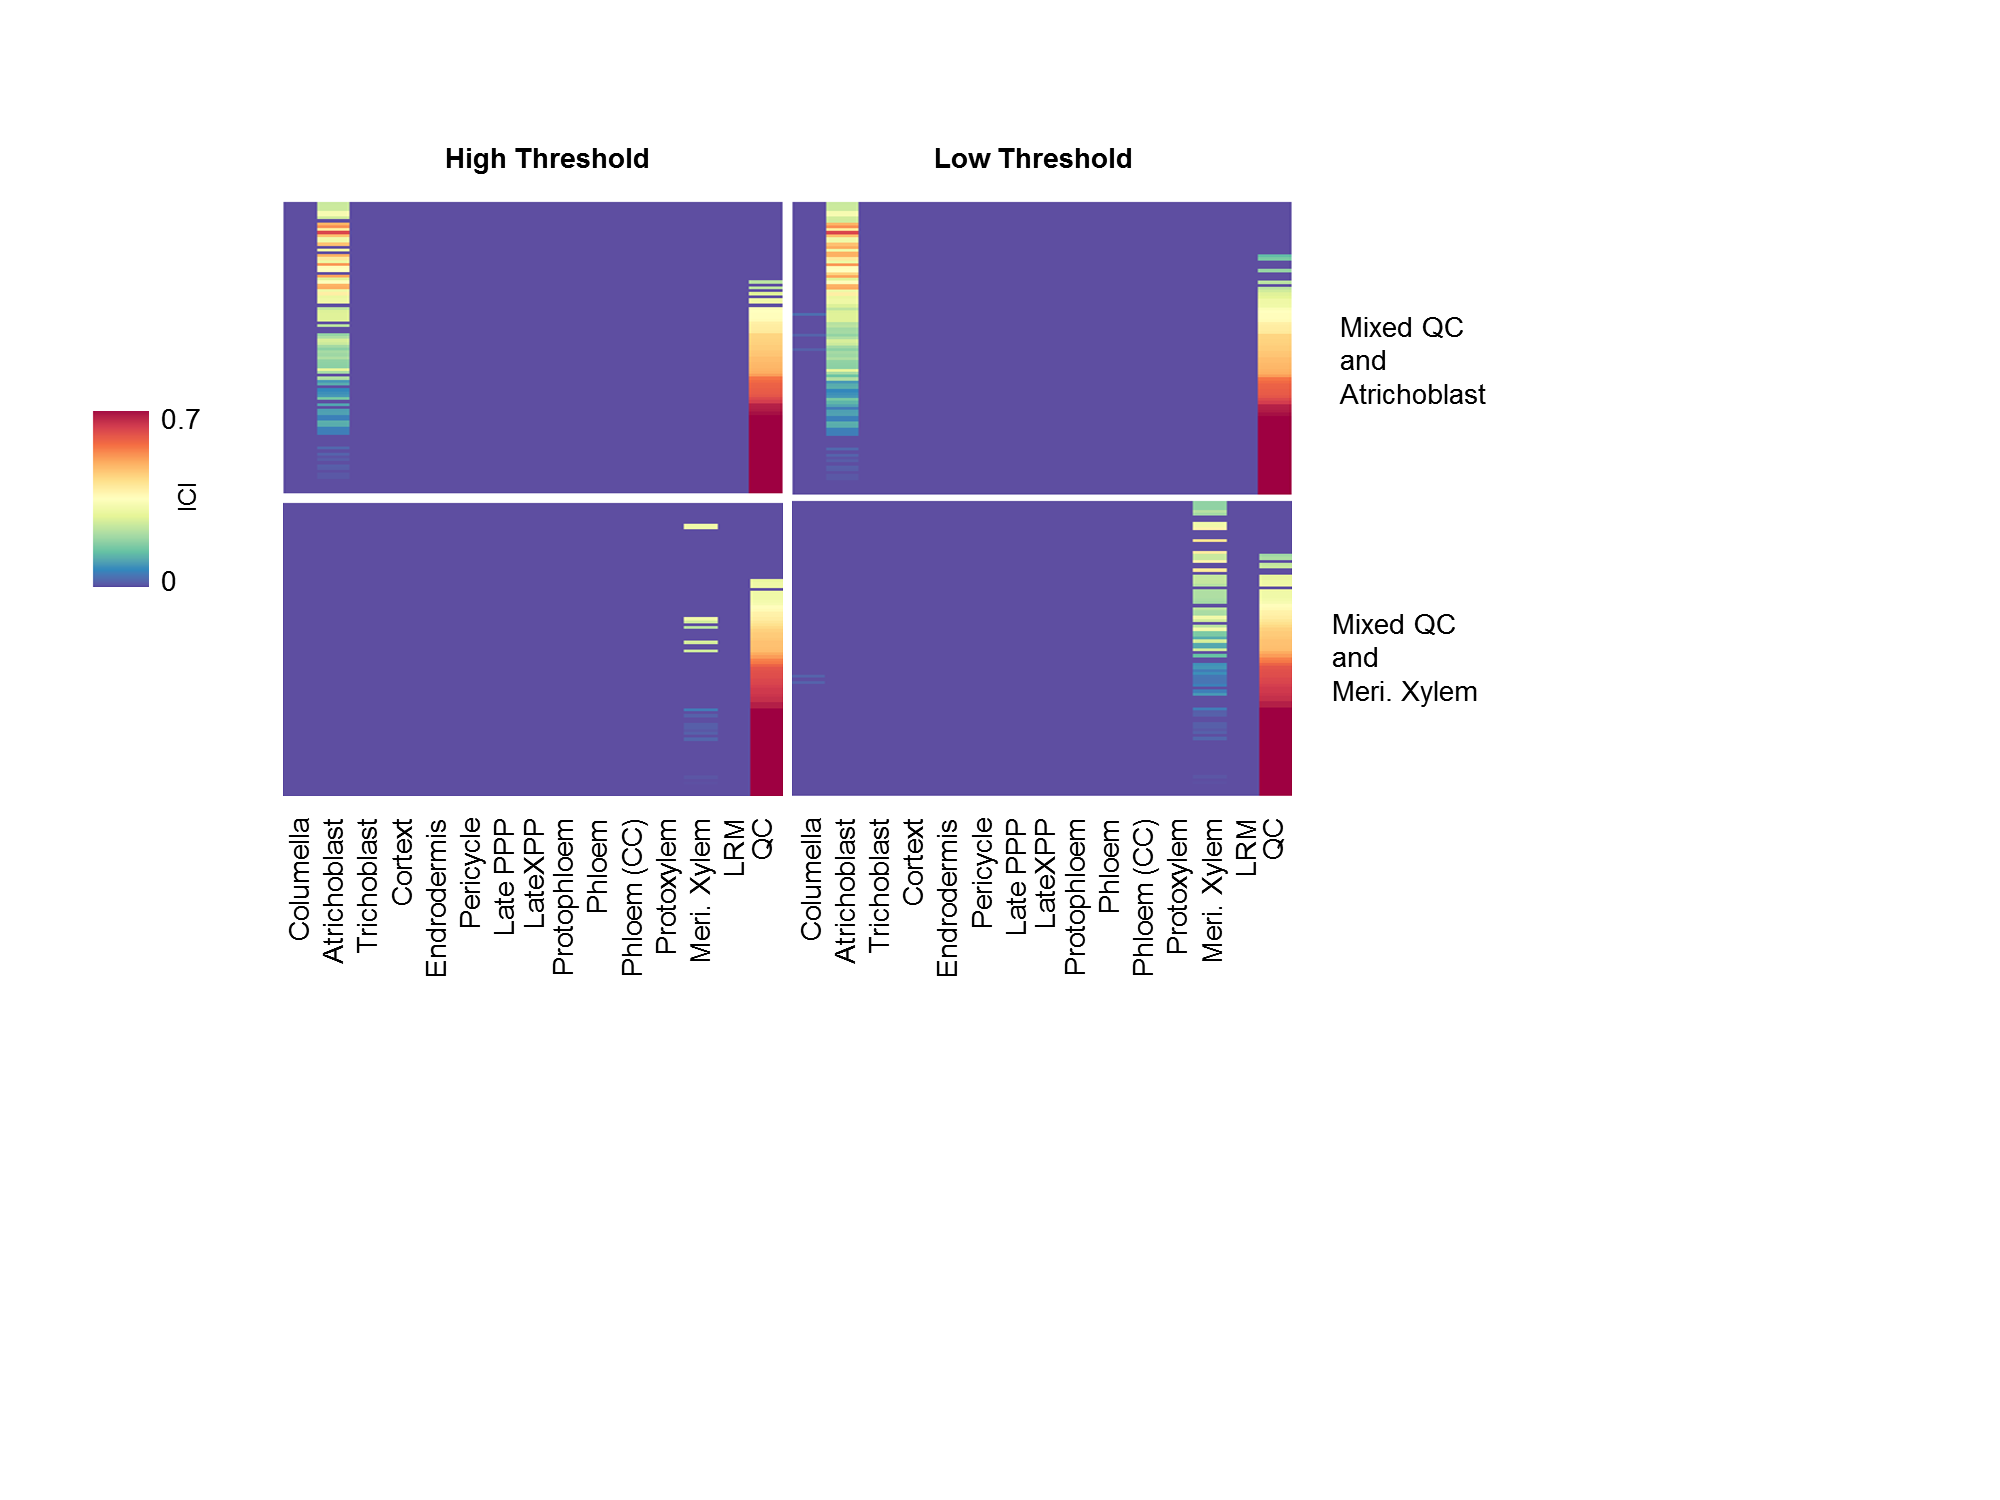
**

**Figure S4. Identity of mixed cells.** ICIs for 100 simulated mixes of QC and atrichoblast cells and 100 QC and stele cells at two significance threshold levels: high (p<0.05), and low (p<0.1). The vertical axis represents different runs of randomly selected reads (see Materials and Methods), where a subset of the original reads are sampled randomly from cells of each type at a 1:1 ratio. Outcomes are ordered on the vertical axis by QC identity score.

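A mix holds equal numbers of reads from each source cell, so that the ICI of either tissue is diluted by the transcripts of the other cell while the random gene sets are scored on the same mixed profile.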

**
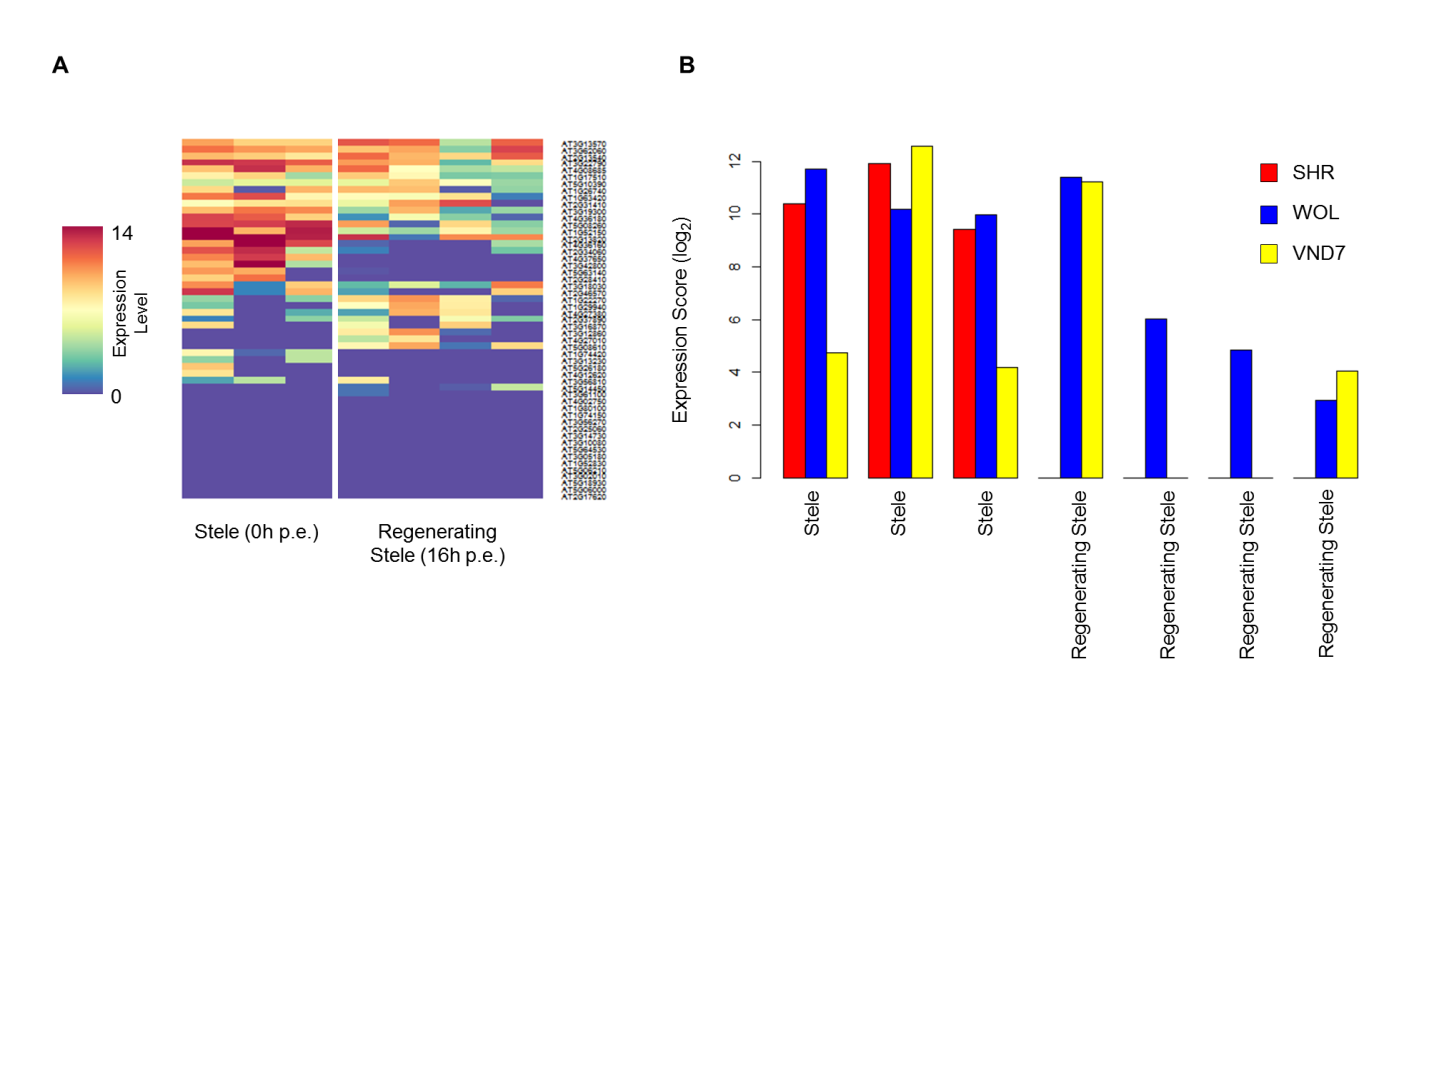
Figure S5. Expression of vascular markers in regenerating stele cells. A)** Expression of meristematic xylem markers in isolated cells from the stele at 0h (immediately after) and 16h post-excision (p.e.). **B)** Expression of the stele markers -- *SHR* and *WOL*, and the xylem marker *VND7* - in stele cells at 0h (left) and 16h (right) p.e.

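The panels plot values per cell of the meristematic xylem block of the marker table in Additional file 3, which includes *SHR*, and of genes known from stele and xylem. *VND7* and *WOL* are not among the markers of that block.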

How the deposited data were processed for this re-analysis (not part of the article)

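The expression table of 31 libraries from *Arabidopsis* root cells was analysed, with 20 single QC cells, 4 aliquots of pooled and split QC cells, 3 stele cells at 0 h and 4 stele cells at 16 h after excision of the root tip. The authors aligned the reads to TAIR10 with Bowtie2, summed the reads on the exons of each gene, removed genes with low coverage, normalized to library depth and deposited log2 values. Each deposited log2 value is the log2 of reads times a factor per library plus 1. The factor was found from the spacing of the lowest values, and every value under 1000 reads came out whole within 0.05 reads. The factor was taken as 1 read, although the authors counted reads with several locations as partial reads, so that it may stand for less. The Dixon ratio was used in groups of 4 libraries only to pick libraries for a closer look. All 32678 loci were used, and the 2 reporter sequences were kept apart from library totals. Gene symbols were taken from the TAIR10.1 annotation, and no coordinates were used, since the assembly differs from that of the authors.

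Samples were grouped by the labels of cell type and time. The paper states that all roots were grown on a single plate and names no plant for a cell, so that no test of a difference was made across cells and groups were described by values per cell, medians and ranges. Where a share of cells was given an interval, it was the exact Clopper-Pearson interval and covers counting error only. Library totals ran from 11637897 to 127775758 reads, so that 1 read stood for less than 0.1 FPM in every library, where FPM is the paper's term for values per 1000000. Sets of libraries were defined from nested lists of detected genes, and pairs of nearly alike libraries from a chi-square per gene over genes with at least 20 reads in both together.

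Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and random draws had a fixed seed of 1. A gene counted as detected above 0. Noise was the CV of log2 values over the 4 aliquots and over every set of 4 QC cells. Correlations were Pearson coefficients of log2 values, with average linkage for clusters. ICIs used FPM values, the marker table of Additional file 3 up to a cumulative information threshold of 20, and 1000 random sets, with a call under a share of 0.05. Lower thresholds took the first markers of each tissue block. Reduced depths were drawn 50 times per cell, and 100 mixes of QC and stele cells were drawn at 1000000 reads. Changes between 0 h and 16 h were differences of group medians, and the marker list was compared with 10000 random lists matched on mean expression.

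The genes named were fixed by a rule. They were *WOX5*, *SHR*, *SCR*, *GL2*, *WOL* and *VND7*, any pollen locus detected in 5 or more libraries, the 3 markers with the largest mean share of the QC ICI and of the meristematic xylem ICI, and the 5 largest rises and 5 largest falls among genes whose cells did not overlap and that were above 0 in every cell of the higher group. Of the genes the rule gives, 1 is not reported here. Other genes were named after their values were seen. This rule, the groups, the main settings and most alternatives were set before the data were examined.

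The alternatives were other levels of detection, thinning to the lowest total, other pseudocounts, scaling by the median ratio, Spearman correlation, log2 values, other genes for random sets, 10000 random sets, other marker thresholds, the aliquots counted among QC cells, markers above 0 in at least 2 stele cells, mixes of 100000 reads, ICIs before normalization, no weight by the share of markers present, markers left out, and each stele cell or aliquot left out in turn. Those chosen after seeing the data were the SD of log2 values, sets of cells within a set of libraries, nearly alike pairs counted once, libraries within no other, at least 2 reads, log2 of FPM values, markers listed by both first stele libraries, and thinning for some results. The computations were tested on simulated data. Over 32678 genes, 5 of the 5 largest rises were planted genes, a planted identity was called in 20 of 20 QC cells, and 5.67% of tissues were called in shuffled QC cells. Over 11091 genes with equal spread, 50.0% were more variable in simulated cells. These cells were drawn from the mean of the aliquots at the depth of the aliquots. The gap in depth and genes detected between real cells and aliquots was therefore not tested.

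The cells of an earlier study, the Cel-Seq cells, the human and mouse cells and the microarray profiles were not used here. Thresholds above 20 were not analysed, since the marker table ends there, and mixes with atrichoblast cells were left out because no such cells were among the libraries.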

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

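All tests of explanations in this part were chosen only after the results were seen. In groups of 4 libraries, the gap between the most extreme library and its neighbor was divided by the range of the group and compared with the Dixon critical value for 4 samples, to pick libraries for a closer look and not as evidence on cells. Of 23 groups and measures compared, 3 were above it, and chance gives about 1 in 20.

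Aliquot 1 lay far from the other aliquots in genes detected, with 11096 against 9770 to 9929 and a ratio of gap to range of 0.880. After thinning to the lowest total the ratio was 0.88, which argues against depth. The other 3 aliquots listed genes at 1 read, under the lowest of aliquot 1 at 2 reads, as would follow if the other aliquots had kept only genes listed in aliquot 1. This restriction of the gene lists is a candidate explanation. No biological explanation was tested, since the aliquots came from the same lysate.

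Stele cell 1 at 16 h lay apart from the other 3 in *WOX5*, with a ratio of 1, since the others were at 0. Both first stele libraries had *WOX5* above 0. From the block of QC markers in the paper's table, 16 were at 0 in the other stele libraries, and 5 of these were listed in both first libraries, against 2 of 245 markers of the other 14 tissues. Of the genes with a median of at least 10 FPM in QC cells and at 0 in the other stele libraries, 64% were listed in both, against 0.875% of 1942 genes with a QC median of 0 that were above 0 in a QC cell. The most abundant of these, *WOX5*, *PLT1*, *BRU6* and *BBM*, had 5.24, 0.258, 21.1 and 10.9 FPM in the first library at 0 h and 1.51, 0.126, 7.16 and 4.19 in that at 16 h. *BRU6* was chosen after its values were seen. RNA or reads of QC cells in these libraries may therefore contribute, as a hypothesis. The levels were uneven, with a median of 3.11% of the QC median at 0 h (0.0675% to 34.7%) and 1.73% at 16 h (0.0329% to 58.0%), and *SCR* was at 0 in both. A gene at 0 in a first library is at 0 in its whole set, and expression in these cells remains open as untested.

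CFP and GFP were listed in the table and are not discussed in the paper as transcripts. The median CFP value was 15.76 on the log2 scale in stele cells at 0 h and 15.72 at 16 h, and that of GFP was 15.60 and 15.56, above every QC cell. The highest share of GFP to CFP reads in a stele cell was 89.8% and the lowest 88.9%. A share so alike in every cell is consistent with reads shared between the sequences of both reporters. The stele cells were picked by their CFP, which the design gives as a source of the CFP reads.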

How the results depend on the processing

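The SD of log2 values, sets of cells of the same set of libraries, libraries within no other, log2 of FPM values and markers listed by both first stele libraries were tested only after the result was seen. Of 324 values of 56 results under an alternative, 243 stayed within the spread of the group, within the exact binomial interval or, for a count, within 1.5 times, and 81 moved further. Outside these results, the order of late phloem-pole pericycle ICIs at 0 h and 16 h turned with log2 values, as did that of QC and meristematic xylem ICIs in mixes. The order of ICI distances within and between sets turned by Spearman correlation and with log2 values. That of the spread in the lowest bin turned with the SD of log2 values. Unless stated, the cause was not tested.

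At a level of at least 1 FPM, the difference between deep and shallow QC cells was 2456.81 genes instead of 3780.88, the shared genes 272 instead of 1803, *SHR* was in 0 instead of 4 QC libraries and *GL2* in 1 instead of 4 stele cells. At 10 FPM, the genes detected were 3055.5 in QC cells, 5326.5 in aliquots, 7754 at 0 h and 7770 at 16 h, the shared genes 76, pollen loci 4 instead of 10, and *WOX5* in stele cells, *SHR* and *GL2* in QC libraries and *GL2* in stele cells 0. *SCR*, above 0 in all 20 QC cells, was in 12 of them at 1 FPM and in 11 at 10 FPM. A higher level leaves fewer genes by construction. After thinning, the difference between deep and shallow cells was 2818.38. In libraries within no other, 55 instead of 10 genes were in the top 10% and 30 instead of 3 in the top 5% of every cell, over 7 instead of 20 cells.

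With a pseudocount of 0.1, the median r was 0.854 within aliquots and 0.802 between stele times, and the largest rise 12.06 instead of 8.74. Over genes with a mean of at least 10 FPM, r was 0.377 within QC cells, 0.650 within aliquots, 0.569 between stele times and 0.211 between QC and stele cells. By Spearman correlation it was 0.911 within aliquots and 0.807 between stele times, and the ratio of ICI distances 2.04 instead of 94.2.

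The share of genes more variable in cells, 89.1%, was 83.1% with FPM values, 83.1% for genes detected in all 8 libraries, 95.2% over all 20 cells, 71.8% with the SD of log2 values and 82.2% in sets of the same set of libraries. With each aliquot left out in turn it was 84.3% to 86.5%, and 82.6% to 83.9% in the highest bin.

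With log2 values, 20 QC cells were called instead of 18, with a median QC ICI of 0.755 instead of 0.872, 3 stele cells at 0 h instead of 0, and meristematic xylem was highest in 3 cells at 16 h instead of 0. The difference in its ICI was 0.267 instead of 0.549, or 1.60 instead of 16.6 before normalization, and the ratio of ICI distances 151. Right calls were 75.5% at 10000 reads and 93.3% at 500000, wrong calls 0.0870% and 0%, and mixes with both identities 16 at 0.05 and 38 at 0.1, with another identity in 0 instead of 4. With log2 of FPM values, the called cells were 20 and 3, meristematic xylem was highest in 3 cells at 16 h, the ICI difference 0.313 and the median change of its markers -2.79 instead of -5.15.

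With random sets from genes above 0 in any library, 5 QC cells were called, the median share of random sets at 0 h was 0.706 instead of 0.117, right calls were 35.0% and 34.8%, wrong calls 0.0870% and 0%, and mixes with another identity 0. With genes of the cell itself, these were 2 cells and a share of 0.981. Random sets without genes at 0 score higher by construction. With mixes of 100000 reads, another identity was called in 0.

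Without the weight by the share of markers present, 9 QC cells were called with a median ICI of 0.650, the share at 0 h was 0.252 and the ICI difference 0.340. At a threshold of 10 the difference was 0.726, and at 5 it was 0.768 with 10 QC cells called. Without the top marker 11 were called. Over markers listed by both first libraries, the difference before normalization was 32.7, or 2.58 with log2 values, where the groups overlapped, and the median change -2.99. The difference is a mean over fewer markers and so on another scale. The ratio of the medians at 0 h and 16 h was 4.52, against 9.52 over all markers.

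No paired analysis was possible because each cell is in 1 group and no plant is named for a cell. For marker genes by cell type, scaling by the median ratio was run on log2 values alone, since it changes no count of libraries above 0. Depth limits the genes with few reads, and genes at 1 read were listed in 21 of the libraries alone.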

Differences from the paper's values

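A value was said to differ where it was more than 1.5 times apart from the paper's and further apart than the spread of the cells, which leaves wide room. A median of 5858 genes was detected per QC cell (4646 to 11035), where the paper's value is 10000 over a larger group that includes cells of an earlier study. The median was further from that value than the SD of the cells, 1796.07 genes, but the range of the cells includes it. The 4 QC cells above 50000000 reads had a mean of 9615.5 and the aliquots a median of 9893. The alternatives set before the data were examined gave 4001 genes at a level of at least 1 FPM, 3055.5 at 10 FPM and 5700 after thinning, and differed too, but they can only lower the number. In all 20 QC cells 1803 genes were detected, where the paper's value over 30 cells, among them cells of an earlier study, is 943. It differed under each alternative set before the data were examined, with 272 genes at 1 FPM, 76 at 10 FPM, 1782 with the aliquots and 1793 with the mean of the aliquots as a sample.

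At 10000 reads 4.26% of draws were called wrong, where the paper's value is 1.75% over a larger number of cells, among them those of an earlier study. Both alternatives, log2 values and random sets from genes above 0 in any library, gave 0.0870% and differed too. At 50000 reads 4.35% were called wrong, where the paper gives an upper bound of 0.5%. Under both alternatives the share was 0% and did not differ. In the main setting, the wrong calls at these depths were all in draws of QC cells. Draws of a cell are not independent, and a single QC cell called wrong in all its draws would give the 4.35%.

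Both identities were called in 0 of 100 mixes of QC and stele cells at 0.05, where the paper's value is 21%. In this setting none of the unmixed stele cells was called at 0.05, so that a mix could hardly be called for both. With log2 values the number was 16, within 1.5 times, whereas with random sets from genes above 0 in any library and with 100000 reads it was 0. At 0.1 both were called in 0 mixes, where the paper's value is 57%. With log2 values it was 38, which is under the paper's value and just at the limit of 1.5 times, and under the other alternatives it was 0.

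*WOX5* was above 0 in 2 of the 7 stele cells, 1 at 0 h and 1 at 16 h, where the paper's value is 1. Among the 3 cells at 0 h alone the number equals the paper's. Over all 7 cells it was 2 at 1 FPM and 0 at 10 FPM, so that neither alternative set before the data were examined came to it.

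The median meristematic xylem ICI was 0.663 at 0 h, where the paper's value is about 0.41 in Fig. 4E, read by eye. With log2 values it was 0.457 and without the weight by the share of markers present 0.403, and these did not differ. With thresholds of 10 and 5, without the top marker, without *SHR*, after thinning and with each cell at 0 h left out it did. At 16 h the median was 0.114, where the paper's value is about 0.22 in Fig. 4E, read by eye. With log2 values it was 0.190 and without the top marker 0.209, and these did not differ. With thresholds of 10 and 5, without the weight, without *SHR*, after thinning and with each cell at 16 h left out it did. The paper's *t*-test between these groups took cells as replicates.

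The paper states that all cells picked with the QC reporter were identified as QC. QC had the highest ICI in 20 of 20 cells and was called at 0.05 in 18. With log2 values 20 were called, as they were with log2 of FPM values, which was chosen after seeing the values. The paper states that meristematic xylem was still the highest identity at 16 h at a relaxed level. It was highest in 0 of 4 cells and called at 0.2 in none. With log2 values it was highest in 3 of 4 cells, as with log2 of FPM values, chosen after seeing the values, and was called at 0.2 in none under any setting. The paper states that all cells were classified over a wide range of thresholds. All cells had their own tissue highest at 3 of 20 thresholds, and with log2 values at 16. At the others from 4 to 18, QC cell 3 was the only one that had not.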

Other observations

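All tests of explanations in this part were chosen only after the results were seen.

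The gene lists of 21 libraries lay inside that of 1 other library of their group. All 21 listed genes at 1 read, whereas the lowest in the first libraries and in QC cells 15 to 18 was 2 reads. Greater depth of the first library is argued against by the 11 nested libraries that had more reads than it. Reads under the lowest of the first library would follow if values had been kept only for genes listed in the first library of a set, which is a candidate explanation. The paper describes no such step, and no biological explanation was tested.

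QC cells with more than 50000000 reads had more genes above 0 than the others. Sampling of reads alone is argued against by the difference of 2818.38 genes after thinning. Inside a nearly alike pair, up to 9.95% of genes expected at 20 reads or more were at 0 in the shallower library, and the minimum coverage the authors required cannot be told apart from other causes, because genes at 2 reads were listed in the same libraries. A batch of libraries cannot be told apart from depth, because 3 of the 4 deep cells made up a set of their own and the other is in a nearly alike pair, inside which the genes detected differed by up to 2475. No biological explanation was tested.

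QC cells 15 and 16 and QC cells 17 and 18 had median chi-squares of at most 2.41, against 184 or more in other pairs of QC cells and 1244 or more in pairs of aliquots. The same cDNA sequenced at 2 depths is a candidate explanation. No biological explanation was tested.

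*SHR* was above 0 in QC cell 18 and in 3 aliquots. Of 75 stele genes, 3 to 13 were above 0 in these libraries. In the libraries without *SHR* the number ran from 0 to 12, with a median of 0. RNA or reads of stele cells in the libraries with *SHR* cannot be told apart from other sources, because the numbers with and without *SHR* overlapped. No biological explanation was tested.

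QC cell 3 was not called as QC. Of the stele genes, 0 were above 0 in this cell, but the first library of its set lists 2 of them, so that RNA of stele cells cannot be told apart from its absence. No biological explanation was tested.

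QC cells of a set correlated more closely than QC cells of other sets, with a gap in median r of 0.146 over all genes and 0.0397 over the 1803 genes above 0 in every QC cell. Gene lists shared within a set cannot be told apart from a batch of libraries, because every set has its own list. No biological explanation was tested.

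The spread was larger in QC cells than in aliquots for 87.3% of genes after thinning and for 82.2% in sets of 4 cells of the same set of libraries. The former value argues against sampling of reads alone, and the latter against mixed batches as the whole cause. Other effects of depth cannot be told apart, because thinning left a gap inside a nearly alike pair. After thinning, QC cell 16 had 7968 genes and QC cell 15, the shallower library, had 5959. Differences between cells stay open, and so do differences in the amount of RNA between a cell and a share of the pooled lysate, which were not tested.

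The lower meristematic xylem identity at 16 h had a difference of 0.552 in the ICI after thinning, which argues against depth. Over markers above 0 in both first libraries the difference before normalization was 32.7 without overlap between the groups, but with log2 values it was 2.58 and the groups overlapped. As means over fewer markers, these differences are on another scale than those over all markers. The median at 0 h was 4.52 times that at 16 h, against 9.52 times over all markers. With log2 values it was 1.70 times, against 3.07. In the ICI, markers missing from the gene list of the first library therefore cannot be told apart from lower expression. The median change of the markers listed was lower than in all but 0.38% of random lists, which argues against missing markers as the whole cause of their fall. A batch of libraries cannot be told apart from time, because each time was 1 set, and the median r between cells of both times was 0.789. Cells of another stele tissue picked at 16 h cannot be told apart either, because no tissue was called, the lowest share of random sets being 0.278. The time after excision stays open as untested in these libraries. The paper has separate evidence on it: imaging of *WOL:GFP* and other vascular reporters, which it reports as reduced at 16 h. Those images were not analysed here.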
